# Impact of tRNA-induced proline-to-serine mistranslation on the transcriptome of *Drosophila melanogaster*

**DOI:** 10.1093/g3journal/jkae151

**Published:** 2024-07-11

**Authors:** Joshua R Isaacson, Matthew D Berg, William Yeung, Judit Villén, Christopher J Brandl, Amanda J Moehring

**Keywords:** RNA sequencing, mistranslation, proteotoxicity, *Drosophila melanogaster*, translation, stress response, tRNA

## Abstract

Mistranslation is the misincorporation of an amino acid into a polypeptide. Mistranslation has diverse effects on multicellular eukaryotes and is implicated in several human diseases. In *Drosophila melanogaster*, a serine transfer RNA (tRNA) that misincorporates serine at proline codons (P→S) affects male and female flies differently. The mechanisms behind this discrepancy are currently unknown. Here, we compare the transcriptional response of male and female flies to P→S mistranslation to identify genes and cellular processes that underlie sex-specific differences. Both males and females downregulate genes associated with various metabolic processes in response to P→S mistranslation. Males downregulate genes associated with extracellular matrix organization and response to negative stimuli such as wounding, whereas females downregulate aerobic respiration and ATP synthesis genes. Both sexes upregulate genes associated with gametogenesis, but females also upregulate cell cycle and DNA repair genes. These observed differences in the transcriptional response of male and female flies to P→S mistranslation have important implications for the sex-specific impact of mistranslation on disease and tRNA therapeutics.

## Introduction

Accurate and efficient translation of mRNA into proteins is required for correct cell function and organism development. Errors during translation can decrease lifespan, induce neurodegeneration, and cause behavioral issues and developmental defects (Lee *et al*. 2006; Liu *et al*. 2014; Lu *et al*. 2014; Reverendo *et al*. 2014). Transfer RNAs (tRNAs) play a major role in determining the fidelity of translation, as do aminoacyl-tRNA synthetases (aaRSs) that aminoacylate tRNAs with their corresponding amino acid (reviewed in Pang *et al*. 2014). aaRSs recognize specific bases, base pairs, or motifs in their cognate tRNAs to ensure accurate aminoacylation (Hou and Schimmel 1988; Francklyn and Schimmel 1989; Normanly *et al*. 1992; Xue *et al*. 1993; Larkin *et al*. 2002). Since tRNA decoding potential is determined by the anticodon (the nucleotides at positions 34–36 of the tRNA that base pair with mRNA codons), the anticodon is an identity element for many tRNAs (Schulman and Pelka 1989; Jahn *et al*. 1991; Ruff *et al*. 1991; Tamura *et al*. 1992; Kholod *et al*. 1997; Giegé *et al*. 1998; Zamudio and José 2018; Giegé and Eriani 2023). However, some aaRSs do not use the anticodon to recognize their cognate tRNA. For example, tRNA^Ser^ and tRNA^Ala^ are recognized through an elongated variable arm and a G3:U70 base pair, respectively (McClain and Foss 1988; Francklyn and Schimmel 1989; Achsel and Gross 1993). Because of this, anticodon mutations in tRNA^Ser^ or tRNA^Ala^ genes cause the tRNA to decode noncognate mRNA codons and misincorporate serine or alanine in place of the amino acid normally specified by that codon. This error leads to mistranslation: the incorporation of an amino acid not specified by the standard genetic code. Mistranslation normally occurs at a rate of once per 10^3^–10^6^ codons (Joshi *et al*. 2019; Mordret *et al*. 2019), but tRNA variants or mutant aaRSs can dramatically increase mistranslation (Zimmerman *et al*. 2018; Berg, Zhu, *et al*. 2019; Zhang *et al*. 2021).

Humans have ∼66 tRNA variants per person, some of which cause mistranslation (Berg, Giguere, *et al*. 2019; Lant *et al*. 2021; Hasan *et al*. 2023; Davey-Young *et al*. 2024). Mistranslation induces aberrant phenotypes in a variety of organisms, including slow growth in yeast, deformities and decreased lifespan in flies, and cardiac abnormalities and neurodegeneration in mice (Liu *et al*. 2014; Lu *et al*. 2014; Berg, Zhu, *et al*. 2019; Berg, Isaacson, *et al.* 2021; Isaacson *et al*. 2022). Previous work in *Saccharomyces cerevisiae* demonstrated that mistranslation affects various biological processes, including translation, stress response, carbohydrate metabolism, and DNA replication (Paredes *et al*. 2012; Berg, Zhu, *et al*. 2021). The impact of mistranslation is likely more complex in multicellular organisms as codon usage and gene expression vary by tissue and developmental stage (Moriyama and Powell 1997; Dittmar *et al*. 2006; Vicario *et al*. 2008; Allen *et al*. 2022). Transient expression of mistranslating serine tRNA variants in zebrafish embryos upregulated stress response and DNA repair pathways (Reverendo *et al*. 2014), whereas transfection of human cells with mistranslating tRNAs upregulated protein folding and small-molecule catabolism genes (Hou *et al*. 2024). Some mistranslating tRNA variants reduce overall protein synthesis (Lant *et al*. 2021) and alter expression of other tRNAs (Hou *et al*. 2024). Not surprisingly, mistranslating tRNAs have been linked to disease (Goto *et al*. 1990; Shoffner *et al*. 1990; reviewed in Abbott *et al*. 2014; Lant *et al*. 2019).

*Drosophila melanogaster* is a popular model to study how defects in translational machinery affect developmental processes. Included in these are the *Minute* loci that code for the ribosomal proteins and when mutated extend development and reduce fertility (Bridges and Morgan 1923; Saeboe-Larssen and Lambertsson 1996; Marygold *et al*. 2007). Similarly, other aspects of translational control have been shown to impact fly development and behavior (e.g. Dorn *et al*. 1993; Lachance *et al*. 2002; Wilhelm and Smibert 2005; Fan *et al*. 2010). Flies have been used to study the physiological effects of mistranslation caused by mutant tRNA or aaRS genes (Laski *et al*. 1989; Garza *et al*. 1990; Lu *et al*. 2014). However, sex remains an understudied but important influence on organismal response to mistranslation, as male and female physiology differ dramatically due to different metabolic and reproductive requirements (reviewed in Millington and Rideout 2018). Supporting this idea, we previously found that a tRNA^Ser^ variant, which causes proline-to-serine (P→S) mistranslation, increased morphological defects and impaired climbing performance in female fruit flies more than males (Isaacson *et al*. 2022). The mechanisms underlying this difference in male and female response to mistranslation are unknown. The goal of this work is to characterize the impact of P→S mistranslation on the transcriptome of male and female *D. melanogaster* to identify and compare genes and cellular processes that are disrupted in 1 or both sexes. Using a fly line containing a serine tRNA variant (tRNA^Ser^_UGG, G26A_) that induces P→S mistranslation, we found male mistranslating flies primarily downregulate metabolic, developmental, and extracellular matrix organization genes and upregulate genes associated with spermatogenesis. Female mistranslating flies downregulate genes associated with metabolism and ATP synthesis and upregulate genes associated with gametogenesis, cell cycle regulation, and DNA repair. As tRNA variants influence disease and are also being assessed as possible therapeutics (reviewed in Anastassiadis and Köhrer 2023 and Coller and Ignatova 2024; Hou *et al*. 2024), it is vital to understand differences in how males and females respond to mistranslating tRNA variants.

## Methods

### Fly stocks and husbandry

All fly stocks were maintained on standard Bloomington recipe food medium (Bloomington *Drosophila* Stock Center, Bloomington, IN, USA) under a 14:10 light:dark cycle at 24° and 70% relative humidity. The tRNA insertion lines used in this study were the same as those described in Isaacson *et al*. (2022). Two fly lines were used: a line containing the wild-type tRNA^Ser^_UGA_ and a line containing the P→S mistranslating tRNA^Ser^_UGG, G26A_ (Isaacson *et al*. 2022). The lines have the same genetic background and only differ in the type of tRNA transgene that was inserted. The genotype of both lines is as follows: *w^1118^*; *P{CaryP}attP40[v^+^=tRNA]*/*CyO*, *P{w^+^mC=2xTb*^*1*^*-RFP}CyO*; *MKRS*/*TM6B*, *Tb*^*1*^. Note that the lines used in this study are heterozygous for the inserted tRNA. The *attP40* landing site was selected as it is relatively inert while allowing for strong expression of transgenes (Markstein *et al*. 2008).

### RNA extraction, library preparation, and sequencing

Adult, virgin flies were aged 1–3 days and separated by sex. Ten flies were aspirated into a vial and flash frozen using liquid nitrogen. Males and females from the tRNA^Ser^_UGA_ and tRNA^Ser^_UGG, G26A_ (P→S) lines were collected and processed at the same time. Three replicates were collected in this manner for each genotype. RNA was extracted from fly tissue using the protocol outlined in Allen (2016), though volumes of all reagents were halved to account for using less tissue than the protocol specified. Following TRIzol extraction, RNA was measured in a NanoPhotometer P300 (Implen, Inc.) and concentration, 260/280 ratio, and 260/230 ratio were recorded to assess purity (Supplementary Table 1). To ensure RNA was free of genomic DNA, the remaining 25 µL of RNA was treated with dsDNAse (New England Biolabs Inc.) for 30 min at 37°. RNA was recovered through a second TRIzol extraction, and samples were assessed again using the NanoPhotometer to ensure the RNA remained pure. Up to 20 µg of RNA was loaded into RNA-stabilizing tubes, vacuum dried, and shipped to GeneWiz (South Plainfield, NJ, USA) for total RNA sequencing. If the total amount of RNA was less than 20 µg, then the entire sample was sequenced. Illumina HiSeq 2 × 150 bp RNA libraries with polyA selection were prepared from each sample. Number of raw reads obtained from each sample ranged from 12.7 million to 68.7 million.

### RNA sequence data processing

Analysis of RNA sequencing data was performed using similar methods to those described in Berg, Zhu, *et al*. (2021). Short and/or low-quality reads were filtered out using a custom bioinformatics pipeline that utilized Trimmomatic v0.39 (Bolger *et al*. 2014) and FASTQC v0.11.9 (Andrews 2010) to produce filtered libraries containing 8.4–35.4 million reads per sample. Reads were aligned to the *D. melanogaster* reference genome (release r6.41_FB2021_04, downloaded from FlyBase.org; Öztürk-Çolak *et al*. 2024) using STAR v2.7.9a (Dobin *et al*. 2013). Read count data for each gene were summarized using featureCounts v2.0.0 (Liao *et al*. 2014). Only protein-coding genes were included in further analysis. List of protein-coding genes was based on the fly genome assembly BDGP6.46 (Celniker *et al*. 2002; Celniker and Rubin 2003). Parameters and commands used for this pipeline can be found in the extended methods section of Supplementary File 2.

### Gene expression and Gene Ontology analysis

Statistical tests, principal component analysis (PCA), and RNA-seq data analyses were conducted using R Studio v1.2.5001. RNA sequencing sample normalization and differential gene expression analysis were performed using the DESeq2 R package (v1.26.0; Love *et al*. 2014), with a Benjamini–Hochberg false discovery rate (FDR) *P*-value cutoff < 0.05. To control for the batch effect identified by the PCA, we specified sample collection day as a covariate in the statistical model fit by ComBat-seq (Zhang *et al*. 2020). Analysis of differentially expressed genes was performed using WebGestalt's 2024 release (Liao *et al*. 2019). Lists of down- or upregulated genes were processed by ViSEAGO to produce Gene Ontology (GO) term heatmaps clustered by semantic similarity using Wang's method (Wang *et al*. 2007; Brionne *et al*. 2019; Gene Ontology Consortium *et al.* 2023). Significantly enriched GO terms were identified by ViSEAGO using the “weight01” algorithm and assessed with Fisher's exact test. Background gene lists composed of all genes with nonzero read counts for a given sample set (e.g. all female tRNA^Ser^_UGA_ and tRNA^Ser^_UGG, G26A_ samples) were provided to WebGestalt and ViSEAGO during enrichment analysis of that sample set as recommended by Timmons *et al*. (2015) and Wijesooriya *et al*. (2022). Figures were produced using RStudio and Inkscape v1.0.1.

### Validation of RNA sequencing results using RT-qPCR

RNAs from 3 new replicates of 10 male or female virgin flies containing tRNA^Ser^_UGA_ or tRNA^Ser^_UGG, G26A_ (P→S) aged 1–3 days were extracted using the protocol described above. cDNA was synthesized from RNA using a Maxima H- First Strand cDNA Synthesis Kit (Thermo Scientific). Quantitative PCRs were performed on 3 independent replicates in duplicate using 10 ng/µL cDNA template, 500 ng/µL primers, and 1× PowerUp SYBR Green Master Mix for qPCR (Applied Biosystems) in a Bio-Rad CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Inc.). The Ct values of experimental genes were compared to the Ct values of αTub84B (FBgn0003884) for normalization and statistical analysis, which was performed by the Bio-Rad CFX Manager 3.0 software (Bio-Rad Laboratories, Inc.). A full list of qPCR primers can be found in Supplementary Table 2.

### Clustering analysis

Clustering analysis was performed on the relative fold change of gene expression for tRNA^Ser^_UGG, G26A_ (P→S) compared to control tRNA^Ser^_UGA_ lines and the relative fold change of gene expression between treatment lines and controls within the microarray data described in Zhou *et al*. (2012). Normalized count data were obtained for all samples, and relative fold changes compared to controls were calculated for each gene within each treatment. Duplicate genes, genes with <10 normalized reads, or genes with a relative fold change > |5| were excluded from analysis as *Z*-score transformation is sensitive to outliers. Relative expression fold change values within each sample were *Z*-transformed and clustered using the ComplexHeatmap package in RStudio (Gu *et al*. 2016) using Ward's method (Ward 1963). Male and female data were clustered separately.

## Results

### Identifying mistranslation-induced differentially expressed genes

To analyze the transcriptomic response to serine mistranslation at proline codons in *D. melanogaster*, we sequenced polyA-enriched RNA from 1–3-day-old virgin adult male and female flies containing a single copy of either a wild-type tRNA^Ser^_UGA_ or a tRNA^Ser^_UGG, G26A_ variant that mistranslates proline to serine at a frequency of ∼0.6% per codon (Isaacson *et al*. 2022). 

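The data analyzed here are the read counts of 12 RNA sequencing libraries, 3 replicates for each combination of sex and tRNA, each made from 10 flies. Replicate 1 of every group was collected a day before replicates 2 and 3. The authors trimmed the reads with Trimmomatic, aligned them to release 6 of the *D. melanogaster* genome with STAR and counted them per gene with featureCounts, without a strand option in the stated command. Their count table holds 17611 coding and non-coding genes without normalization, and their normalized table holds 13953 protein-coding genes after ComBat-seq and DESeq2 size factors. All 167436 values of the normalized table are whole multiples of a single step per library, as counts divided by a size factor would be. Of the cells that are not 0 in both tables, 91.8% differ from the raw count, so the normalized table does not hold the reads as counted, and that the counts were batch-adjusted is taken from the authors' code.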

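Between 10465776 and 43102745 reads per library were counted on genes, and protein-coding genes took 85.9% to 96.4% of them. The deepest library was control female replicate 2, where the mitochondrial rRNA *mt:lrRNA* took 3.23% of the counts against 8.05% to 13.1% in the other 11 libraries. The male-specific *lncRNA:roX1* had a CPM value, its counts scaled to library size, of 260.0 to 365.9 in the male libraries and 0.509 to 1.75 in the female libraries, and the yolk protein gene *Yp1* had 3.50 to 6.21 CPM in males and 973.4 to 4101 in females. At most 1 read per library fell on the serine tRNA gene *tRNA:Ser-TGA-1-1*, so the counts hold no measure of the inserted tRNA genes.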

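Differential expression was tested in each sex with edgeR's quasi-likelihood test on the raw counts of protein-coding genes, with TMM normalization, a term for collection day and Benjamini–Hochberg adjustment. Genes with an adjusted *P* under 0.05 are counted as up- or downregulated in tRNA Ser_UGG, G26A_ (P→S) flies. Expression is given in CPM as mean ± SD with n = 3 libraries per group, and log_2_ fold changes compare tRNA Ser_UGG, G26A_ (P→S) with tRNA Ser_UGA_ flies, the latter called controls and the former also P→S flies. A group with at most 3 counts in each library was treated as not detected, and a fold change against it is given as a lower bound. Such a bound sets the mean CPM of the detected group against the highest CPM that 3 counts give in a library of the other group. It leaves out the counting error and the spread of the detected libraries, which the standard errors (SE) cover. Neither covers differences between fly lines, since each tRNA is carried by a single line.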

The secondary G26A mutation was included in the mistranslating tRNA^Ser^ variant as it disrupts a key modification in tRNA^Ser^ species, reducing mistranslation to survivable levels based on work in yeast (Berg, Isaacson, *et al*. 2021; Boccaletto *et al*. 2022) and flies (Isaacson *et al.* 2022). tRNA insertion lines were maintained as heterozygotes because naturally occurring mistranslating tRNA variants are likely to arise as single alleles. PCA was performed on the male and female tRNA^Ser^_UGA_ and tRNA^Ser^_UGG, G26A_ (P→S) transcriptomic data (Supplementary Fig. 1). The first 2 principal components (PC1 and PC2) summarize ∼55% of the variance of both male and female data. 

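Principal components were computed from centered log ratios of the raw counts of all protein-coding genes with a nonzero total, with a pseudocount of 0.5. PC1 and PC2 held 39.5% and 22.8% of the variance in the 6 male libraries, together 62.3%, and 43.2% and 18.6% in the 6 female libraries, together 61.8%. Restricting the genes to those with at least 10 counts in every library moved these shares most, to 77.5% in males and 85.6% in females.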

The variation in PC1 captures the batch effect related to the day each sample was collected, as RNA from replicate 1 was harvested a day before replicates 2 and 3. 

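On PC1, both male libraries of replicate 1 scored −43.4 (control) and −32.3 (P→S), and the other 4 male libraries scored −12.2 to 40.5. In females, both replicate 1 libraries scored −70 (control) and −48.8 (P→S), against 1.25 to 47.4 for the other 4. Tested as a term of the edgeR model, collection day changed the expression of 1303 of 11821 genes in males and of 5229 of 9864 genes in females. The log_2_ fold changes between days had a Pearson *r* of 0.446 between the sexes across 9703 genes, which are not independent replicates.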

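The PC2 scores of the 3 male controls lay between −31.3 and −2.67 and those of the 3 P→S males between 15.8 and 32.1. In females the PC2 scores were −43.7 to −4.36 for the controls and 5.19 to 46.9 for the P→S libraries. With 3 libraries against 3, an exact permutation test of such a separation cannot give a 2-sided *P* below 0.10, so none is given.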

Samples belonging to tRNA^Ser^_UGA_ or tRNA^Ser^_UGG, G26A_ (P→S) cluster together along the PC2 axis, indicating that the variance explained by PC2 likely represents differences due to the mistranslating tRNA (Supplementary Fig. 1a and b). We corrected the batch effect using ComBat-seq (Zhang *et al*. 2020), and the resulting PCA plots show that samples cluster well and PC1, which represents presence of mistranslation, explains 30–35% of the variance in the data (Supplementary Fig. 1c and d).

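In the authors' batch-corrected counts, PC1 held 34.6% of the variance in males and 34.5% in females, and PC2 held 22.1% and 24.2%. PC1 scores of the male libraries were −35.1 to −19.2 for controls and 18.7 to 30.3 for P→S, and those of the female libraries were −40.4 to −21.6 for controls and 8.88 to 64.0 for P→S. The correction was given the tRNA of each library as the group to preserve. With at least 10 counts in every library required of a gene, PC1 held 54.6% of the variance in males and 55.2% in females.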

Differentially expressed genes between tRNA^Ser^_UGA_ and tRNA^Ser^_UGG, G26A_ (P→S) were identified using the R package DESeq2 (Love *et al*. 2014). Male and female samples were analyzed separately to determine the effects of tRNA^Ser^_UGG, G26A_ (P→S) on each sex. 

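After removal of genes with too few counts by edgeR's filterByExpr, 11821 of the 13202 protein-coding genes with a nonzero total were tested in males and 9864 of 12893 in females, with 9703 tested in both. The common biological coefficient of variation was 0.102 between male libraries and 0.136 between female libraries.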

We evaluated 13,202 genes with nonzero total read counts in male samples, whereas 12,893 genes were evaluated in female samples. MA plots constructed from male or female RNA sequencing data show that the majority of genes have a log_2_ fold change near zero, as expected (Fig. 1a and b). 

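The median log_2_ fold change was −0.012 over the genes tested in males and 0.0027 in females, and, without the lowest and highest 5%, they lay between −0.47 and 0.39 in males and between −0.65 and 0.37 in females. A change of at most 2-fold was seen for 98.3% of genes in males and 98.1% in females. Upper-quartile scaling in place of TMM moved the medians most, to 0.01 and −0.04.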

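Among the genes upregulated in males in all 3 same-numbered pairs, the largest log_2_ fold changes were those of *CG4650* (3.89), *APC7* (2.59), *Drsl2* (2.24), *CG32751* (2.16) and *CecB* (2.09). The largest decreases in males were those of *CG33223*, *CG12057* and *mthl8* (−4.93 for *mthl8*), together with *CG11699* at least 4.89-fold lower and *CG10182* at least 8.74-fold lower, both at or under 3 counts in every P→S male library. In females the largest increases were those of *AttA* (4.05), *DptA* (4.02), *DptB* (3.4) and *IBIN* (3.09), together with *CG4650*, at or under 3 counts in every control female library and at least 13.3-fold higher in P→S females. The largest decreases in females were those of *CG12057*, *Klp54D* (−3.24) and *CG9411* (−3.10), together with *Reepl1*, at least 51.9-fold lower, and *CG11699*, at least 6.71-fold lower. Exons of *CG11699* overlap *Kmn1* on the opposite strand, and exons of *CG10182* and *DptB* overlap *asRNA:CR46469* and *CG43109* on the opposite strand. The stated counting command has no strand option and no option for counting a read on several genes. Reads in such shared stretches may therefore be left out of the counts of both genes.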

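Leaving out 1 library at a time raised the adjusted *P* of several of these genes above 0.05. In males this held for *CG12057*, *APC7*, *Drsl2* and *CecB*. For *CG12057* it was so in 1 of the 6 fits without 1 male library, given with its other values below. *APC7* had an adjusted *P* of 0.0534 without control replicate 3 and 0.125 without P→S replicate 2. That of *Drsl2* was 0.0620 to 0.333 when 1 of control replicates 1, 2 and 3 or P→S replicates 1 and 2 was left out. For *CecB* it was 0.0544 to 0.416 when 1 of control replicates 1 and 2 or P→S replicates 1, 2 and 3 was left out. In females it held for *DptA*, *DptB*, *IBIN*, *CG11699*, *Klp54D* and *CG9411*. *DptA* had an adjusted *P* of 0.0591 to 0.249 when 1 of control replicates 2 and 3 or P→S replicate 3 was left out. That of *IBIN* was 0.0651 to 0.0877 when 1 of control replicates 2 and 3 or P→S replicates 2 and 3 was left out. For *CG11699* it was 0.0606 to 0.0661 when 1 of control replicate 1 or P→S replicates 1 and 2 was left out. *Klp54D* reached 0.0533 to 0.0716 when 1 of control replicate 1 or P→S replicates 1 and 2 was left out. That of *CG9411* was 0.0840 to 0.264 when 1 of control replicate 3 or P→S replicates 2 and 3 was left out. It was 0.0834 for *DptB* without control replicate 3. With the replicate number as a block the adjusted *P* of *DptA* in females was 0.0616.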

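In males 761 genes were downregulated and 581 upregulated, and in females 306 and 89 (edgeR, adjusted *P* under 0.05), while 3361 and 2446 genes had an unadjusted *P* under 0.05. Of the genes that passed the threshold, 621 were downregulated and 572 upregulated in males without passing the threshold in the same direction in females, and 166 and 80 in females without passing it in males. Every gene counted changed in the same direction in all 3 same-numbered pairs. Expression of 402 of the genes upregulated in males was too low in females to be tested. Leaving collection day out of the model lowered these counts most, to 50 down- and 6 upregulated genes in males and 2 and 1 in females, and limma on the normalized values raised them most, to 1195 and 1038 in males and 1072 and 535 in females. Upper-quartile scaling gave 597 down- and 754 upregulated genes in males, so which direction was more frequent there depended on the scaling. With the replicate number as a block, 613 genes were down- and 326 upregulated in females, 432 and 313 of them without passing the threshold in males.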

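The counts depended on single libraries. The number of genes downregulated in males was 430 without control replicate 2, 128 without P→S replicate 2 and 398 without P→S replicate 3, and the number upregulated in males was 204 without control replicate 2, 267 without control replicate 3, 381 without P→S replicate 1, 16 without P→S replicate 2 and 278 without P→S replicate 3. The number downregulated in females was 560 without control replicate 2, 166 without control replicate 3, 45 without P→S replicate 2 and 148 without P→S replicate 3. For genes upregulated in females it was 37 without control replicate 1, 248 without control replicate 2, 36 without control replicate 3, 35 without P→S replicate 1, 12 without P→S replicate 2 and 20 without P→S replicate 3.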

RNA sequencing revealed substantial sex-specific alterations to gene expression in response to mistranslation, as 426 genes were downregulated and 566 genes were upregulated uniquely in males, whereas 507 genes were downregulated and 432 genes upregulated uniquely in females (Wald test performed by DEseq2, Benjamini–Hochberg-adjusted *P* < 0.05, Fig. 1c and d). Only 20 genes were upregulated in both male and female flies containing tRNA^Ser^_UGG, G26A_ (P→S) (Fig. 1c), whereas 340 genes were downregulated in both sexes in the mistranslating line (Fig. 1d). 

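Of the 9703 genes tested in both sexes, 140 were downregulated in both, where 23.6 would be shared if the lists were independent (Fisher's exact test, 2-sided *P* = 1.15e-76), and 9 were upregulated in both, where 1.55 would be shared (*P* = 2.27e-05 from the same test). Genes that passed the threshold in opposite directions numbered 0 (up in males, down in females) and 1 (down in males, up in females). The 9 genes upregulated in both sexes were *twe*, *Crg-1*, *CG18259*, *CG4650*, *Sardh*, *CG3739*, *Muc11A*, *CG32751* and *CG43902*, most of them named here after their values were seen. Leaving out 1 library changed the number of shared downregulated genes to 49 without P→S male replicate 2, 84 without control female replicate 3, 27 without P→S female replicate 2 and 77 without P→S female replicate 3. The number of shared upregulated genes became 3 without P→S male replicate 2, 3 without control female replicate 1, 16 without control female replicate 2, 3 without P→S female replicate 1 and 2 without P→S female replicate 2.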

As shown in Fig. 1e, the relative expression of many of the differentially expressed genes differed substantially between the sexes. 

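Over the 1168 genes that were up- or downregulated in at least 1 sex and tested in both, the log_2_ fold changes of males and females had the same sign for 77.9% (Pearson *r* of 0.585 and Spearman *rho* of 0.468 across genes, which are not independent replicates). The log_2_ fold change was higher in males by more than 0.5 for 166 of them and higher in females by more than 0.5 for 140, and the difference exceeded 1 for 59. Of the genes downregulated in males, 81.3% of those tested in females were lower there too, and of the genes upregulated in males 54.7% were higher in females too. Of the genes downregulated in females, 289 of the 305 tested in males were lower there too, and 62 of 84 upregulated in females were higher in males. Over all 9703 genes tested in both sexes 56.6% had the same sign.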

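Among genes labeled in Fig. 1e, *Jabba* changed by −1.07 in males (adjusted *P* = 1.44e-05) and 0.27 in females (adjusted *P* = 0.167), *TotA* by −0.67 in males (adjusted *P* = 0.0371) and 1.24 in females (adjusted *P* = 0.30), and *Nf-YC* by −0.18 in males (adjusted *P* = 0.361) and 0.88 in females (adjusted *P* = 0.0116). The log_2_ fold changes of *CG34040* were 1.95 in males (adjusted *P* = 0.0235) and 0.55 in females (adjusted *P* = 0.499), those of *Obp8a* were 0.079 in males (adjusted *P* = 0.797) and −2.94 in females (adjusted *P* = 0.0324), and those of *Sgp* were −0.45 in males (adjusted *P* = 0.0139) and −1.91 in females (adjusted *P* = 0.0886). For *CG31463* they were −0.85 in males (adjusted *P* = 0.0542) and −1.89 in females (adjusted *P* = 0.00455), and for *Kmn1*, whose exons overlap *CG11699* on the opposite strand, −2.85 in males (adjusted *P* = 1.24e-05) and −0.87 in females (adjusted *P* = 0.0164). For *Rpt3R*, which overlaps *Alg12* on the opposite strand, they were 0.17 in males (adjusted *P* = 0.169) and 1.45 in females (adjusted *P* = 0.0502), and for *Muc4B* 0.45 in males (adjusted *P* = 0.0761) and 1.40 in females (adjusted *P* = 0.530).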

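The difference between the sexes, tested as an interaction of sex and tRNA over all 12 libraries, had an adjusted *P* of 0.0790 for both *Kmn1* (log_2_ difference of 2.09) and *vkg* (1.24). It was 0.152 for *Obp8a* (−2.99), 0.586 for *Jabba* and *Nf-YC*, 0.626 for *Rpt3R* and 0.631 for *TotA*. For *Sgp* and *CG31463* it was 0.832, for *Muc4B* 0.867 and for *CG34040* 0.932.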

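Some of these values rest on 1 library. In males, *TotA* had an adjusted *P* of 0.106 to 0.130 when 1 of control replicate 1 or P→S replicates 1, 2 and 3 was left out. *CG34040* reached 0.0596 to 0.0898 when 1 of control replicate 1 or P→S replicates 1 and 2 was left out. That of *Sgp* was 0.0909 without P→S replicate 2 and 0.0620 without P→S replicate 3. For *CG31463* it was 0.0454 without control replicate 2 and 0.0457 without P→S replicate 1. In females, *Obp8a* had an adjusted *P* of 0.0549 to 0.0858 when 1 of control replicates 1 and 3 or P→S replicates 2 and 3 was left out. That of *Kmn1* was 0.0557 to 0.0663 when 1 of control replicate 1 or P→S replicates 1 and 3 was left out. It was 0.0642 for *Nf-YC* without P→S replicate 2. It was 0.000156 for *Sgp* without control replicate 2. *Rpt3R* in females had an adjusted *P* of 0.0436 with the replicate block.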

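In an edgeR model of all 12 libraries with collection day, sex, tRNA and their interaction, 4 of the 12018 genes tested had an interaction with an adjusted *P* under 0.05, and 643 had an unadjusted *P* under 0.05. *Reepl1* (FBgn0030313, chromosome X from 11572707 to 11573640), with an interaction at an adjusted *P* of 4.45e-07, changed by −0.26 in males and was at least 51.9-fold lower in P→S females. Its expression was 59.9 ± 1.32 CPM in tRNA Ser_UGA_ males and 50.1 ± 2.26 CPM in tRNA Ser_UGG, G26A_ (P→S) males, and 13 ± 0.934 CPM in tRNA Ser_UGA_ females, against at most 3 counts in each tRNA Ser_UGG, G26A_ (P→S) female library. The difference between the sexes was 5.42 (SE 0.56, adjusted *P* = 0.000312) for *CG33223* (FBgn0053223, chromosome X from 8465690 to 8483885), which changed by −5.33 in males and 0.0041 in females, the latter with a sign that depends on the scaling. It was 3.53 (SE 0.31, adjusted *P* = 5.31e-05) for *CG32572* (FBgn0052572, chromosome X from 16721183 to 16726948), whose exons overlap *CG34325* on the opposite strand, and 3.02 (SE 0.43, adjusted *P* = 0.0139) for *CG1503*.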

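The number of interaction genes was highest, at 251, with a ComBat-seq correction over both sexes followed by DESeq2. It was 20 with DESeq2 and a collection day term, 27 with a collection day effect for each sex, and 0 (515 at an unadjusted *P* under 0.05) over genes with at least 10 counts in every library, a filter that none of the 4 genes passes. Without P→S male replicate 1 it was 9, and without P→S female replicate 1 it was 7. The interaction of *CG1503* had an adjusted *P* under 0.05 in 7 of the 12 fits that each left out 1 library, and reached 0.123 without control female replicate 2.

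**Figure D1:**
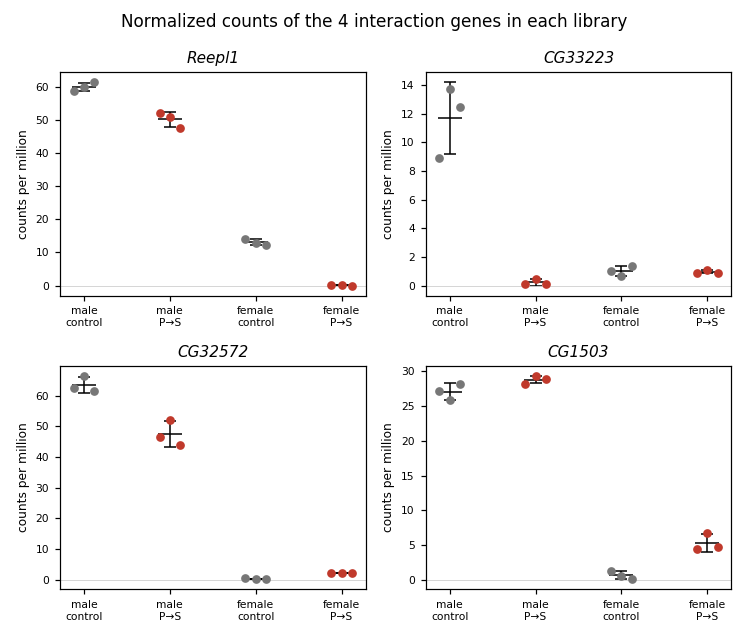
CPM on a linear axis of the 4 genes with an interaction of sex and tRNA, for controls and P→S flies of each sex. Each dot is a library (n = 3 per group), lines are means and bars SD. *Reepl1* falls to at most 3 counts per library in P→S females, and *CG33223* fell by 5.33 on the log_2_ scale in males.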

To identify genes that showed a significant interaction between sex and presence of tRNA^Ser^_UGG, G26A_ (P→S), we analyzed the RNA sequencing data of both males and females simultaneously and found that transcriptional response to mistranslation of 251 genes significantly depended on fly sex (Supplementary File 1). These results show that P→S mistranslation disrupts expression of largely different sets of genes in males and females.

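Of the 1192 genes that were up- or downregulated in males only and entered the interaction model, 1 had an interaction with an adjusted *P* under 0.05 and 187 had one at an unadjusted *P* under 0.05. Of the 245 such genes in females, 1 and 73 did. With a collection day effect for each sex these numbers were 10 and 311 in males and 8 and 123 in females. The paper compares the lists of genes that are up- or downregulated in each sex, counts those shared by both and those with an interaction of sex and tRNA, and concludes that mistranslation disrupts largely different sets of genes in males and females.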

**Fig. 1.**
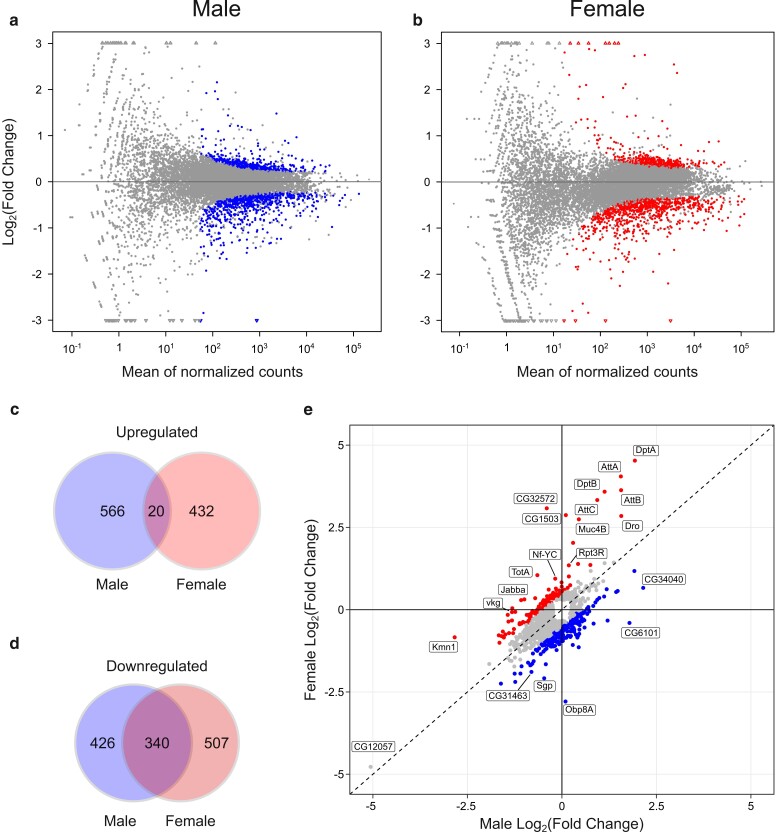
Differentially expressed genes in male or female flies containing tRNA^Ser^_UGG, G26A_ (P→S). a) MA plot visualizing the relationship between transcript abundance and the difference in fold change of expression between male tRNA^Ser^_UGG, G26A_ (P→S) and control tRNA^Ser^_UGA_ samples. Blue points represent genes that are significantly differentially expressed between mistranslating tRNA^Ser^_UGG, G26A_ (P→S) and control tRNA^Ser^_UGA_ samples, whereas gray points represent genes where the expression change was not statistically significant. Triangular points at the edge of the *y*-axis indicate genes that have a fold change exceeding the limits of the *y*-axis. b) MA plot visualizing the relationship between transcript abundance and fold change of expression difference between female tRNA^Ser^_UGG, G26A_ (P→S) and control tRNA^Ser^_UGA_ samples. Red points represent genes that are significantly differentially expressed between mistranslating tRNA^Ser^_UGG, G26A_ (P→S) and control tRNA^Ser^_UGA_ samples. c) Venn diagram showing the number of significantly upregulated (FDR-adjusted *P* < 0.05) genes unique to tRNA^Ser^_UGG, G26A_ (P→S) males, females, or genes upregulated in both sexes. d) Venn diagram showing the number of significantly downregulated (FDR-adjusted *P* < 0.05) genes unique to tRNA^Ser^_UGG, G26A_ (P→S) males, females, or genes downregulated in both sexes. e) Scatterplot showing male vs female relative expression for all 1,705 genes that were identified as differentially expressed and not filtered out from analysis in either sex. Blue points represent genes that have higher relative expression in mistranslating males compared to females (log_2_ fold change difference > 0.5); red points represent genes with higher relative expression in mistranslating females compared to males. Genes that demonstrate sex-biased patterns of relative expression (log_2_ fold change difference > 1) in response to tRNA^Ser^_UGG, G26A_ (P→S) are labeled. *CG12057* is also labeled due to its strong downregulation in both sexes. The dashed line represents identical fold changes in expression for both males and females.

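*CG12057* (FBgn0030098) lies on chromosome X from 9191657 to 9192548 of the release 6 genome, and its exons overlap no other annotated gene. Its log_2_ fold change was −5.12 (SE 0.32, adjusted *P* = 0.00605) in males and −4.80 (SE 0.21, adjusted *P* = 0.000101) in females, and it was lower in 3 of 3 pairs in both sexes. The difference between the sexes was 0.33 (adjusted *P* = 0.857). The adjusted *P* in males was 0.0526 without P→S male replicate 1, with a log_2_ fold change of −5.14. Of the genes beside it, *CG12115* had too few counts to be tested and *CG12056* changed by −0.16 in males (adjusted *P* = 0.554) and −0.50 in females (adjusted *P* = 0.12).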

To provide further support for the transcriptomic data, we confirmed differential expression of 6 genes using RT-qPCR with RNA extracted from 3 independent replicates of both male and female flies. 

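*CG11911* (FBgn0031249), on chromosome 2L from 320279 to 321248, had 122 ± 21.3 CPM in tRNA Ser_UGA_ males and 44.7 ± 13.8 CPM in tRNA Ser_UGG, G26A_ (P→S) males, a log_2_ fold change of −1.48 (SE 0.094, adjusted *P* = 1.24e-05). In females it had 273 ± 61.7 CPM in tRNA Ser_UGA_ females and 97.6 ± 26.1 CPM in tRNA Ser_UGG, G26A_ (P→S) females, a log_2_ fold change of −1.49 (SE 0.10, adjusted *P* = 0.000171). *fiz* (FBgn0030594), on chromosome X from 14906334 to 14909708, changed by −1.30 (SE 0.10, adjusted *P* = 0.000118) in males and −1.54 (SE 0.18, adjusted *P* = 0.00800) in females. *CG4650* (FBgn0032549), on chromosome 2L from 14773814 to 14774981, had 0.170 ± 0.174 CPM in tRNA Ser_UGA_ males and 2.67 ± 0.944 CPM in tRNA Ser_UGG, G26A_ (P→S) males. Its adjusted *P* was 0.00187 in males and 0.000473 in females, and its interaction of sex and tRNA had an adjusted *P* of 0.832.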

We analyzed 3 genes that were downregulated in both sexes (*CG12057*, *CG11911*, and *fiz*), 1 gene that was upregulated in both sexes (*CG4650*), 1 gene significantly upregulated in males (*Pif1A*), and 1 gene that was differentially expressed between males and females (*CG1503*). All genes showed the same pattern of expression in both qPCR and RNA sequencing analyses for both sexes except for *CG11911*, where the difference between flies containing tRNA^Ser^_UGA_ or tRNA^Ser^_UGG, G26A_ (P→S) was nonsignificant (Supplementary Fig. 2). This rate of nonconcordance matches the nonconcordance rate of 15–19% between RNA sequencing and RT-qPCR analysis observed by Everaert *et al*. (2017), who also found nonconcordance was more common for short 1-exon genes such as *CG11911*.

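*Pif1A* (FBgn0261015), on chromosome 3R from 8774286 to 8801176, had a log_2_ fold change of 1.16 (SE 0.098, adjusted *P* = 0.000118) in males and 0.64 (SE 0.48, adjusted *P* = 0.426) in females, and the difference between the sexes was −0.40 (adjusted *P* = 0.879). Its exons overlap *Pif1B* on the same strand and *Ir85a* on the opposite strand, so reads in the shared stretches may be left out of its counts. *CG1503* (FBgn0031157), on chromosome X from 21104695 to 21106369, changed by 0.092 (SE 0.084, adjusted *P* = 0.507) in males and 3.07 (SE 0.45, adjusted *P* = 0.00886) in females, where its adjusted *P* was 0.0543 without P→S replicate 2. RT-qPCR values were not analyzed here.

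**Figure D2:**
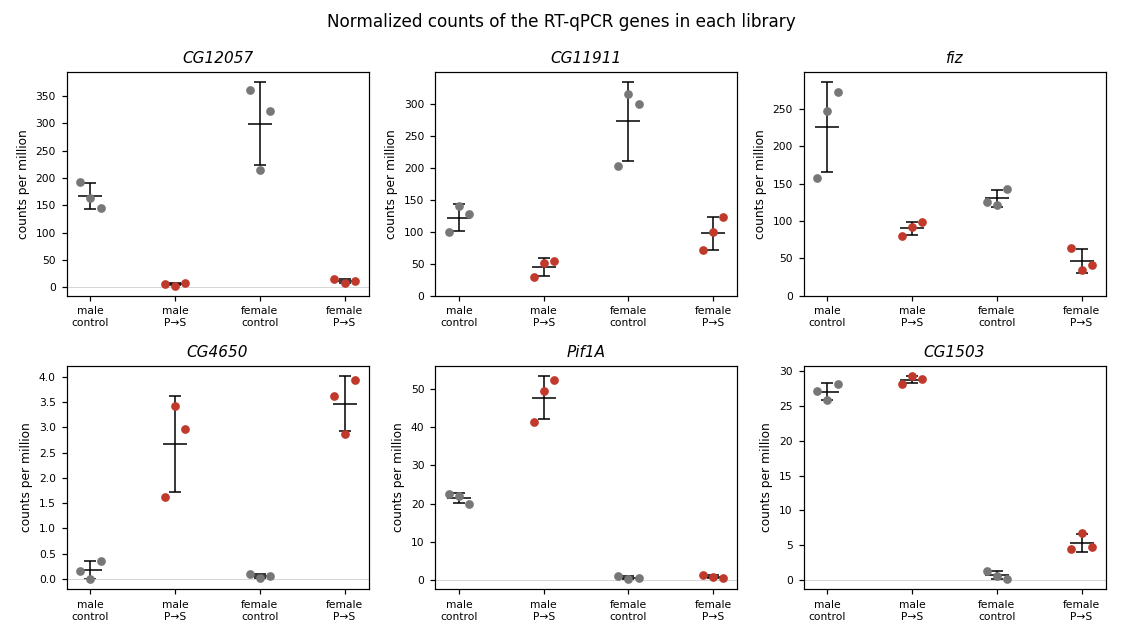
CPM on a linear axis of the 6 genes chosen for RT-qPCR, for controls and P→S flies of each sex. Each dot is a library (n = 3 per group), lines are means and bars SD. *CG12057*, *CG11911* and *fiz* are lower and *CG4650* is higher in the P→S libraries of both sexes.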

### Proline-to-serine mistranslation causes sex-specific transcriptional responses

We analyzed the lists of differentially expressed genes using 2 different tools to identify cellular processes affected by the presence of tRNA^Ser^_UGG, G26A_ (P→S). WebGestalt (Liao *et al*. 2019) was used to identify the 10 most enriched GO terms in the list of genes affected by tRNA^Ser^_UGG, G26A_ (P→S). We also used ViSEAGO (Brionne *et al*. 2019) to construct a heatmap of enriched (GO) terms for males and females, allowing for visualization of sex differences in the fly response to P→S mistranslation. All enriched GO terms, their associated *P*-values, and the genes identified in our analysis that belong to those categories are reported in Supplementary File 1. The list of GO terms produced by WebGestalt showed similarities and differences between male and female responses to P→S mistranslation. Both males and females downregulated various metabolic processes (Fig. 2a), with females primarily downregulating aerobic respiration (e.g. *ox*, *ND-23*, *ND-24*, *UQCR-6.4*, *Cyt-C1*, and *COX4*) and males downregulating lipid and fatty acid metabolism (e.g. *Lip4*, *Lsd-1*, *Hacl*, *FASN1*, and *CDase*).

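In females the log_2_ fold changes were −0.53 (adjusted *P* = 0.0331) for *ND-23*, −0.47 (adjusted *P* = 0.0364) for *ND-24*, −0.46 (adjusted *P* = 0.0407) for *UQCR-6.4*, −0.56 (adjusted *P* = 0.0482) for *Cyt-c1*, −0.45 (adjusted *P* = 0.0783) for *ox* and −0.56 (adjusted *P* = 0.0707) for *COX4*. In males they ranged from −0.29 for *Cyt-c1* to 0.093 for *ox*, with adjusted *P* from 0.0778 to 0.634. The differences between the sexes ranged from −0.49 for *ox* to −0.19 for *ND-24*, each with an adjusted *P* of at least 0.832. Exons of *ox* and *UQCR-6.4* overlap *mRpL18* and *POSH* on the opposite strand. Single libraries decided whether some of these values in females passed 0.05. *ND-23* had an adjusted *P* of 0.0689 to 0.219 when 1 of control replicate 3 or P→S replicates 2 and 3 was left out. *ND-24* reached 0.0600 to 0.232 when 1 of control replicates 1 and 3 or P→S replicates 1, 2 and 3 was left out. That of *UQCR-6.4* was 0.109 to 0.263 when 1 of control replicate 3 or P→S replicates 2 and 3 was left out. For *Cyt-c1* it was 0.114 to 0.298 when 1 of control replicate 3 or P→S replicates 2 and 3 was left out. In males, *ND-24* and *Cyt-c1* had an adjusted *P* under 0.05 without control replicate 1 and without P→S replicate 1.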

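For 4 of the genes of lipid metabolism that the paper names, the log_2_ fold change in males was −0.61 (adjusted *P* = 0.00500) for *Lip4*, −0.53 (adjusted *P* = 0.00578) for *Lsd-1*, −0.41 (adjusted *P* = 0.127) for *FASN1* and −0.68 (adjusted *P* = 0.000874) for *CDase*. In females it was −1.25 (adjusted *P* = 0.00313) for *CDase*, −0.67 (adjusted *P* = 0.0672) for *Lip4*, −0.84 (adjusted *P* = 0.0735) for *Lsd-1* and −0.37 (adjusted *P* = 0.198) for *FASN1*. Between the sexes the changes of these 4 genes differed by −0.53 for *CDase* to 0.066 for *FASN1*, with adjusted *P* of 0.832 or more. Exons of *Lsd-1* overlap *CG10214* on the opposite strand. Some values in males crossed 0.05 when 1 library was left out. The adjusted *P* was 0.0528 for *Lip4* without P→S replicate 2. It was 0.0239 for *FASN1* without control replicate 3.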

**Fig. 2.**
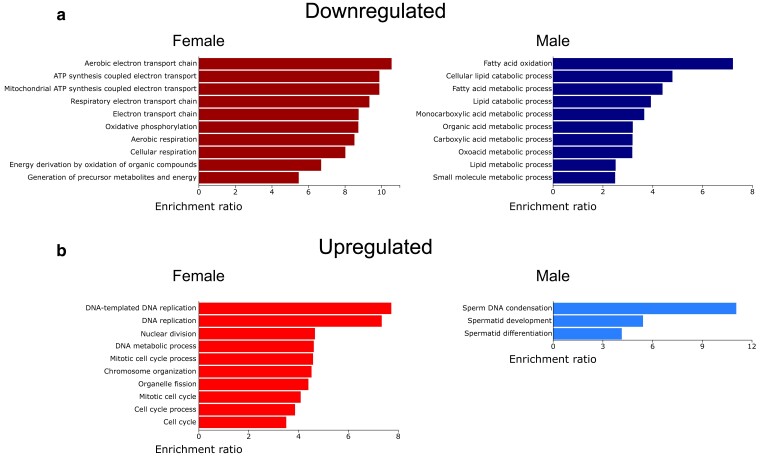
The top 10 significantly enriched GO terms in the list of genes a) downregulated or b) upregulated in male or female flies containing tRNA^Ser^_UGG, G26A_ (P→S) compared to control tRNA^Ser^_UGA_ flies. Higher enrichment ratios indicate that the set of genes associated with that GO term were more highly represented in our gene set. Note the differences in scale. Lists were produced using WebGestalt (Liao *et al*. 2019). A list of significantly enriched GO terms and associated statistics is found in Supplementary File 1.

There was limited overlap in the biological processes enriched in the upregulated genes shared between males and females, consistent with our observation that relatively few genes were upregulated in both sexes (Fig. 2b). Females upregulated genes associated with cell cycle regulation and cell division (e.g. *CycA*, *CycB*, *Cdc16, APC7*, and *Mink*) as well as genes involved in response to DNA replication (e.g. *DNAlig1*, *PolA1*, *Prim1*, *RecQ4*, and *Fen1*). 

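In females *PolA1* changed by 0.44 (SE 0.10, adjusted *P* = 0.0414) and *RecQ4* by 0.49 (SE 0.094, adjusted *P* = 0.0247), and the log_2_ fold changes of *DNAlig1*, *Prim1* and *Fen1* were 0.40, 0.48 and 0.39, with adjusted *P* of 0.0502, 0.0768 and 0.0814. Those of *CycA*, *CycB*, *Cdc16*, *APC7* and *Mink* were 0.39, 0.33, 0.34, 0.30 and 0.40, with adjusted *P* of 0.0823, 0.175, 0.0814, 0.0830 and 0.0757. In males the adjusted *P* of *APC7* was 0.0144, and those of the other 9 genes were at least 0.131. The interaction of sex and tRNA had an adjusted *P* of 0.387 for *APC7*, with a log_2_ difference of −2.22, and of 0.696 or more for the other 9. *PolA1*, *DNAlig1*, *Fen1*, *Mink* and *Cdc16* overlap exons of *CG15497*, *Upf3*, *IntS8*, *asRNA:CR46097* and *CG6763*. Several values in females crossed 0.05 when 1 library was left out. *PolA1* had an adjusted *P* of 0.0651 to 0.263 when 1 of control replicates 1 and 3 or P→S replicates 1, 2 and 3 was left out. That of *RecQ4* was 0.0692 to 0.170 when 1 of control replicate 3 or P→S replicates 2 and 3 was left out. It was 0.0266 for *DNAlig1* without control replicate 2. With the replicate block it was 0.0213 for *DNAlig1*, 0.0432 for *Prim1*, 0.0436 for *Fen1*, 0.0479 for *Cdc16*, 0.0458 for *APC7* and 0.0450 for *Mink*.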

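Lists of genes by symbol were compared with all other genes by limma's camera test, with a preset correlation of 0.01 between genes of a list and Benjamini–Hochberg adjustment over the lists of a sex. The 44 genes of DNA replication had a median log_2_ fold change of 0.38 in females (adjusted *P* = 3.41e-15) with all 44 higher, and the 41 genes of the cell cycle one of 0.35 (adjusted *P* = 2.72e-14) with 40 higher. Of these, 8 and 9 were upregulated over all genes tested, and 33 and 35 when adjusted over the list alone. The latter counts are not independent evidence, because the lists were drawn up with knowledge of the genes that the study reports from these libraries. With the correlation estimated from the libraries, both lists had an adjusted *P* of 0.531 in females, and with limma's rotation test fry one of 0.0875. The camera *P* values of these and all other lists hold for the preset correlation alone. In males the medians were 0.048 (adjusted *P* = 0.316) and 0.095 (adjusted *P* = 0.0221). The male median of DNA replication was −0.027 without control replicate 2 and 0.11 without P→S replicate 1, and that of the cell cycle was 0.099 (adjusted *P* = 0.0548) without control replicate 2 and 0.10 (adjusted *P* = 0.0806) without P→S replicate 3.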

Only 3 biological processes were significantly enriched in the list of upregulated genes in male tRNA^Ser^_UGG, G26A_ (P→S) flies. This may arise because most upregulated genes (438 of 586) are uncharacterized (Supplementary File 1). 

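Of the 581 genes upregulated in males, 448 (77.1%) had no name beyond the CG number given to a predicted gene, against 43.0% of the genes tested (odds ratio of 4.79, Fisher's exact test, 2-sided *P* = 1.05e-65, with genes that are not independent). Of the genes downregulated in males 35.7% carried such a symbol. In females 21 of 89 upregulated genes (23.6%) and 47.7% of the downregulated genes did, against 37.1% of the genes tested.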

The 3 enriched male terms all correspond to male gamete generation and development (e.g. *fan*, *ProtA*, *Pif1A*, and *ntc*).

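In males the log_2_ fold change was 0.28 (adjusted *P* = 0.0253) for *fan*, 0.29 (adjusted *P* = 0.0265) for *ProtA* and 0.30 (adjusted *P* = 0.0242) for *ntc*, the last overlapping *CG32264* on the same strand. Without single male libraries these values passed 0.05. *fan* had an adjusted *P* of 0.0534 to 0.109 when 1 of control replicates 1, 2 and 3 or P→S replicates 1, 2 and 3 was left out. *ProtA* reached 0.0518 to 0.136 when 1 of control replicates 1, 2 and 3 or P→S replicates 1 and 2 was left out. That of *ntc* was 0.0570 to 0.132 when 1 of control replicates 1, 2 and 3 or P→S replicates 1 and 2 was left out. In females *ntc* changed by 0.18 (adjusted *P* = 0.459), and *fan* and *ProtA* had too few counts to be tested.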

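All 65 genes of a list of testis genes were higher in P→S males, with a median log_2_ fold change of 0.21 (camera, adjusted *P* = 6.80e-15), and 21 of them were upregulated over all genes tested, or 29 adjusted over the list alone. The 23 paralogs of respiratory chain genes with testis-biased symbols were all higher too, with a median of 0.28 (adjusted *P* = 8.51e-09), and 10 were upregulated, or 15 adjusted over the list alone. The 58 genes of the male accessory gland had a median of 0.15 (adjusted *P* = 0.000325), with 3 upregulated. That median was 0.018 (adjusted *P* = 0.412) without control replicate 1 and 0.018 (adjusted *P* = 0.409) without P→S replicate 1. Across genes in males, gene length and log_2_ fold change had a Spearman *rho* of −0.33. No list median with that trend taken out is given here, so a part of gene length in these shifts stays open.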

We next used ViSEAGO to construct heatmaps of GO terms enriched in the set of genes down- or upregulated gene in tRNA^Ser^_UGG, G26A_ (P→S). ViSEAGO clusters GO terms by semantic similarity, so GO terms corresponding to similar biological processes are near each other in the dendrogram (Brionne *et al*. 2019). Functional enrichment was determined using Fisher's exact test. Figure 3a further emphasizes the downregulation of genes involved in metabolic processes in response to P→S mistranslation, with different aspects of metabolism being affected in each sex (Fig. 3a). 

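In females all 66 nuclear genes of the respiratory chain and ATP synthase were lower, with a median log_2_ fold change of −0.45 (camera, adjusted *P* = 2.87e-19), and 16 were downregulated over all genes tested, or 59 adjusted over the list alone. In males the median was −0.14 (adjusted *P* = 0.00111), 55 of the 66 were lower and 3 were downregulated. In males it was −0.24 without control replicate 1, −0.056 (adjusted *P* = 0.192) without control replicate 2, −0.24 without P→S replicate 1 and −0.075 (adjusted *P* = 0.0947) without P→S replicate 2. The 30 genes of fatty acid and lipid metabolism had a median of −0.40 in males (adjusted *P* = 4.14e-08), with 18 downregulated and 1 upregulated, or 22 and 2 adjusted over the list alone. In females the median of 28 such genes was −0.033 (adjusted *P* = 0.0483), with 3 downregulated. That median was −0.17 without control replicate 1, 0.038 (adjusted *P* = 0.765) without control replicate 2 and 0.00050 (adjusted *P* = 0.220) without P→S replicate 3. The female median of lipid metabolism genes had an adjusted *P* of 0.0850 with the replicate block.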

In agreement with the WebGestalt results, females downregulated genes associated with oxidative phosphorylation and ATP synthesis whereas males downregulated genes involved in fatty acid and carboxylic acid catabolism. In addition, both males and females downregulated genes involved in chemical or ion transport (e.g. *nrv2*, *blw*, *rumpel*, and *snu*). In contrast, biological processes such as response to negative stimuli like wounding (e.g. *Atg2*, *PPO2*, *Hml*, and *Tg*) and extracellular structure organization (*Cad99C*, *LanA*, *LanB1*, *LanB2*, *Col4a1*, and *vkg*) were downregulated only in males. 

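The log_2_ fold changes of *nrv2* were −0.40 in males (adjusted *P* = 0.0156) and −0.58 in females (adjusted *P* = 0.0345), and those of *blw* were −0.52 in males (adjusted *P* = 0.0460) and −0.32 in females (adjusted *P* = 0.204). For *rumpel*, listed as *CG9657*, they were −1.39 in males (adjusted *P* = 0.0972) and −1.01 in females (adjusted *P* = 0.0329), and for *snu* −0.30 in males (adjusted *P* = 0.0353) and −0.35 in females (adjusted *P* = 0.0672). The differences between the sexes ranged from −0.13 for *nrv2* to 0.45 for *CG9657*, with adjusted *P* of at least 0.850. Some of these values crossed 0.05 without 1 library. In males, *nrv2* had an adjusted *P* of 0.0636 to 0.126 when 1 of control replicate 2 or P→S replicates 2 and 3 was left out. *blw* reached 0.0997 to 0.219 when 1 of control replicates 1 and 2 or P→S replicates 1, 2 and 3 was left out. That of *CG9657* was 0.00247 to 0.0413 when 1 of control replicates 1 and 2 or P→S replicate 1 was left out. For *snu* it was 0.0786 to 0.193 when 1 of control replicates 2 and 3 or P→S replicates 2 and 3 was left out. In females, *nrv2* had an adjusted *P* of 0.0618 to 0.202 when 1 of control replicates 1 and 3 or P→S replicates 1, 2 and 3 was left out. That of *CG9657* was 0.0670 to 0.126 when 1 of control replicates 1 and 3 or P→S replicates 1, 2 and 3 was left out. It was 0.0402 for *snu* without control replicate 2. For *snu* in females the replicate block gave an adjusted *P* of 0.0328.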

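The log_2_ fold changes of *Hml* were −1.49 in males (adjusted *P* = 0.00406) and −0.85 in females (adjusted *P* = 0.00738), and those of *PPO2* were −1.04 in males (adjusted *P* = 0.00299) and −0.97 in females (adjusted *P* = 0.0819). *Tg* changed by −0.36 in males (adjusted *P* = 0.0210) and −0.32 in females (adjusted *P* = 0.127), and *Atg2* by −0.36 in males (adjusted *P* = 0.0195) and −0.029 in females (adjusted *P* = 0.866), the latter with a sign in females that depends on the processing. Changes in females minus those in males were 0.67 for *Hml*, 0.088 for *PPO2*, 0.071 for *Tg* and 0.37 for *Atg2*, with adjusted *P* of 0.832 or more. Single libraries decided the side of 0.05 for some of these genes. In males, *Atg2* had an adjusted *P* of 0.0517 to 0.103 when 1 of control replicates 1 and 2 or P→S replicates 1, 2 and 3 was left out. *Tg* reached 0.0623 to 0.149 when 1 of control replicates 2 and 3 or P→S replicate 2 was left out. In females, the adjusted *P* was 0.0565 for *Hml* without P→S replicate 2. Without P→S female replicate 1 the change of *Atg2* in females was 0.082.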

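In males *LanB1* changed by −0.80 (SE 0.093, adjusted *P* = 0.000752), and *Cad99C*, *LanA*, *LanB2*, *Col4a1* and *vkg* by −0.61, −0.89, −0.86, −1.27 and −1.33, with adjusted *P* from 0.00217 to 0.0430. In females these 6 genes changed by −0.25 (*LanB1*) to 0.099 (*Cad99C*), with adjusted *P* from 0.114 to 0.711, and without control female replicate 1 *Cad99C* changed by −0.040. Its exons overlap *dgt1* on the opposite strand. The interaction had an adjusted *P* of 0.141 for *Col4a1* (1.19) and of 0.696 to 0.832 for *LanA*, *LanB1*, *LanB2* and *Cad99C*. In males, *Cad99C* had an adjusted *P* of 0.0874 to 0.176 when 1 of control replicates 1 and 2 or P→S replicates 1, 2 and 3 was left out. For *LanA* it was 0.0587 to 0.0747 when 1 of control replicate 1 or P→S replicates 1 and 2 was left out. *Col4a1* reached 0.0772 to 0.0847 when 1 of control replicates 1 and 3 or P→S replicate 1 was left out.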

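The 17 genes of the basement membrane and extracellular matrix had a median log_2_ fold change of −0.58 in males (camera, adjusted *P* = 4.15e-07), with 12 downregulated, or 13 adjusted over the list alone, and of −0.25 in females (adjusted *P* = 0.000861), with 1 downregulated, or 6 adjusted over the list alone. For the 22 hemocyte genes the medians were −0.80 in males (adjusted *P* = 1.40e-08) and −0.44 in females (adjusted *P* = 0.000147), with 15 and 3 downregulated, or 17 and 10 adjusted over the list alone. The female hemocyte median was −0.29 without P→S replicate 2. The 20 fat body genes had medians of −0.49 (adjusted *P* = 3.95e-06) and −0.29 (adjusted *P* = 0.0190), with 9 and 1 downregulated, or 12 and 5 adjusted over the list alone. Their female median was −0.24 (adjusted *P* = 0.155) without control replicate 2 and −0.28 (adjusted *P* = 0.0928) without P→S replicate 3. Of the hemocyte and the basement membrane genes 4 each are also in another list, and 3 of the fat body genes are.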

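*Mhc*, *Mlc1*, *Mlc2*, *up*, *wupA*, *Tm1* and *Tm2* had log_2_ fold changes in females from −0.65 (*Mlc2*) to −0.38 (*Tm1*), with adjusted *P* from 0.0647 to 0.131 over all genes tested. In males they ranged from −0.59 (*Mhc*) to −0.25 (*up*), with adjusted *P* from 0.135 to 0.247. The differences between the sexes ranged from −0.25 for *up* to 0.15 for *Mhc*, with adjusted *P* of at least 0.860. Exons of *Tm1* overlap *l(3)neo43* on the opposite strand. Leaving out 1 library brought some of these values under 0.05. In females, *Mlc1* had an adjusted *P* of 0.0381 without control replicate 1 and 0.0392 without P→S replicate 1. It was 0.0337 for *Mhc*, 0.0409 for *Mlc2*, 0.0316 for *up*, 0.0369 for *wupA* and 0.0392 for *Tm2* without control replicate 2. In males, the adjusted *P* was 0.0269 for *Mhc* without control replicate 3.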

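All 29 genes of a list of sarcomere genes were lower in P→S females, with a median log_2_ fold change of −0.41 (camera, adjusted *P* = 6.52e-08), and 3 were downregulated, or 18 adjusted over the list alone. In males the median was −0.25 (adjusted *P* = 0.00710), with 25 of the 29 lower and 1 upregulated. It was −0.11 (adjusted *P* = 0.0967) without control replicate 2 and −0.18 (adjusted *P* = 0.0957) without P→S replicate 2.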

Females uniquely downregulated genes associated with muscle function and development, such as myosin (*Mhc*, *Mlc1*, and *Mlc2*), troponin (*up* and *wupA*), and tropomyosin (*Tm1* and *Tm2*) genes.

**Fig. 3.**
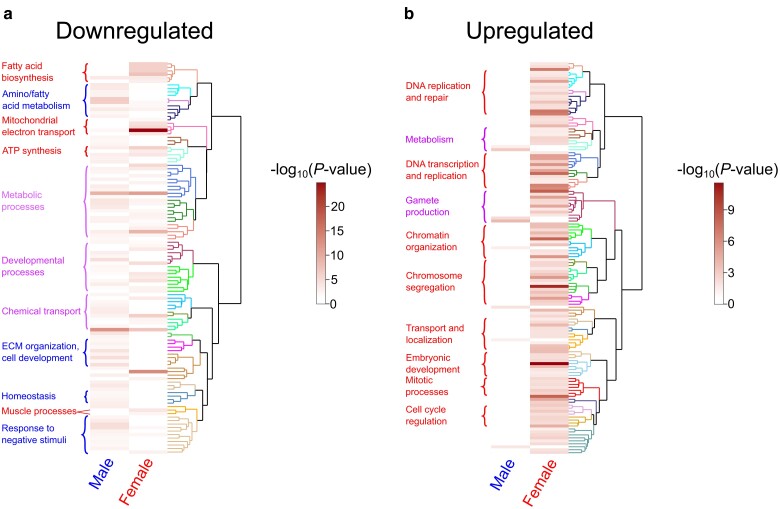
Heatmap of enriched GO terms from the differentially expressed genes in male or female flies containing tRNA^Ser^_UGG, G26A_ (P→S). a) Heatmap of enriched GO terms in the list of downregulated genes in male and female flies containing tRNA^Ser^_UGG, G26A_ (P→S). Each horizontal bar represents a GO term identified as significantly enriched in male and/or female data. GO terms were clustered by semantic similarity according to ViSEAGO using Wang's method (Wang *et al*. 2007; Brionne *et al*. 2019). Dendrogram clades of the same color represent semantically similar GO terms. Darker bars within the heatmap represent lower *P*-values as determined through Fisher's exact test. Notable groups of enriched processes are labeled in blue if enriched in males, red if enriched in females, or purple if enriched in both sexes. b) The same as a) but using the list of upregulated genes. A full list of enriched GO terms and their associated genes can be found in Supplementary File 1.

When examining the lists of genes upregulated in male or female flies containing tRNA^Ser^_UGG, G26A_ (P→S), ViSEAGO did not identify any GO terms that were significantly enriched in both males and females though we note that gametogenesis and metabolic processes were affected in both sexes (Fig. 3b). Of the upregulated genes with identified function, only genes associated with spermatogenesis, protein localization to microtubules, the electron transport chain, and maltose metabolism were enriched in males. For females, in addition to genes associated with cell cycle regulation and DNA repair (discussed above), genes associated with protein and mRNA localization (e.g. *Nup154*, *Elys*, and *Fmr1*), development (e.g. *glu*, *mor*, and *fz*), and regulation of gene expression (e.g. *bcd*, *Marf1*, and *pum*) were upregulated. 

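In females *glu* changed by 0.46 (SE 0.095, adjusted *P* = 0.0324) and *Marf1* by 0.47 (SE 0.10, adjusted *P* = 0.0375). *Nup154*, *Elys*, *Fmr1*, *mor*, *fz*, *bcd* and *pum* had log_2_ fold changes from 0.29 (*Nup154*) to 0.47 (*bcd*), with adjusted *P* from 0.0632 to 0.0879. In males *bcd* had too few counts to be tested, and the other 8 genes changed by −0.27 (*glu*) to 0.23 (*Marf1*), with adjusted *P* from 0.101 to 0.948. The sexes differed with adjusted *P* of 0.832 or more. Exons of *glu*, *mor* and *Nup154* overlap *CG17904*, *Rbf2* and *Art8* on the opposite strand. In some fits without 1 female library the adjusted *P* crossed 0.05. *glu* had an adjusted *P* of 0.0618 to 0.202 when 1 of control replicates 1 and 3 or P→S replicates 1, 2 and 3 was left out. *Marf1* reached 0.0536 to 0.202 when 1 of control replicates 1 and 3 or P→S replicates 1, 2 and 3 was left out. It was 0.0189 for *Elys* and 0.0149 for *bcd* without control replicate 2. With the replicate block it was 0.0239 for *Elys*, 0.0161 for *bcd*, 0.0449 for *fz* and 0.04998 for *mor*.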

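A list of 40 genes of the female germline had a median log_2_ fold change of 0.38 in females (camera, adjusted *P* = 6.47e-13), with 39 higher and 6 upregulated, or 26 adjusted over the list alone. In males 35 of them were tested, with a median of 0.0052 (adjusted *P* = 0.705), 0 up- or downregulated and 2 at an unadjusted *P* under 0.05. The male median was 0.037 without control replicate 1 and −0.059 without control replicate 2. The 19 eggshell genes expressed by follicle cells had a median of 0.16 in females (adjusted *P* = 0.156), with 0 upregulated and 2 at an unadjusted *P* under 0.05. It was −0.14 without control replicate 1, 0.54 (adjusted *P* = 0.0173) without control replicate 2 and 0.20 (adjusted *P* = 0.0119) without P→S replicate 2.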

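In females the increases of *AttA*, *DptA* and *DptB* had adjusted *P* of 0.00585, 0.0348 and 0.00790, with SE of 0.52, 0.63 and 0.38 on the log_2_ scale. *AttB*, *AttC*, *Dro* and *BomS5* changed by 3.34, 3.08, 2.7 and 0.57, with adjusted *P* of 0.0565, 0.0687, 0.0641 and 0.113. *BomS5* had an adjusted *P* of 0.0380 without control replicate 1 and 0.0381 without P→S replicate 1. The adjusted *P* was 0.000989 for *AttB*, 0.0130 for *AttC* and 0.00245 for *Dro* without P→S replicate 2. In males the log_2_ fold changes of these 7 genes ranged from 1.01 (*BomS5*) to 3.87 (*Dro*), with SE from 0.46 to 2.21 and adjusted *P* from 0.279 to 0.693. The male values rested on single libraries, since without P→S male replicate 2 they were −1.23 for *AttA*, −0.60 for *AttB*, −0.71 for *AttC* and −0.38 for *DptB*. Without control male replicate 3 they were 6.50 for *AttA*, 5.01 for *AttB*, 5.40 for *AttC* and 5.34 for *DptB*. The differences between the sexes had adjusted *P* of 0.852 to 0.975. Exons of *AttC* and *DptB* overlap *CG4744* and *CG43109* on the opposite strand. Fitted with the replicate block, the adjusted *P* in females was 0.0325 for *AttB*, 0.00402 for *AttC*, 0.0313 for *Dro* and 0.0616 for *DptA*.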

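Of the antimicrobial peptide genes, 23 were tested in females, with a median log_2_ fold change of 0.76 (camera, adjusted *P* = 4.96e-05), 18 higher and 4 upregulated, or 9 upregulated and 1 downregulated adjusted over the list alone. That median was 0.48 without P→S replicate 3. Over 8 other settings it was 0.30 to 0.77, with an adjusted *P* under 0.05 in 6 of them. In males 28 were tested, with a median of 1.18 (adjusted *P* = 6.29e-06), 26 higher and 2 upregulated, or 0 adjusted over the list alone, with 5 at an unadjusted *P* under 0.05. The male median was 0.54 without control replicate 2 and 0.75 without P→S replicate 2.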

Genes involved in antibacterial immune response (e.g. *DptA*, *Dro*, *AttA*, and *BomS5*) were also upregulated in females but not males. These results emphasize that the cellular response to P→S mistranslation differs between male and female flies, and that the difference is particularly pronounced when comparing upregulated genes.

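Of the 22 gene lists tested in males, camera gave an adjusted *P* under 0.05 for 14, of which 5 were higher and 9 lower in P→S flies, and of the 21 tested in females it did so for 17, of which 7 were higher and 10 lower. With the rotation test fry, 7 of the male lists had an adjusted *P* under 0.05, the testis-biased respiratory paralogs, lipid metabolism, basement membrane, testis, fat body, hemocyte and tRNA synthetase lists, and 0 of the female lists did (smallest adjusted *P* of 0.0611). With the correlation between genes estimated from the libraries, 0 lists did in either sex (smallest adjusted *P* of 0.226 in males and 0.531 in females).

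**Figure D3:**
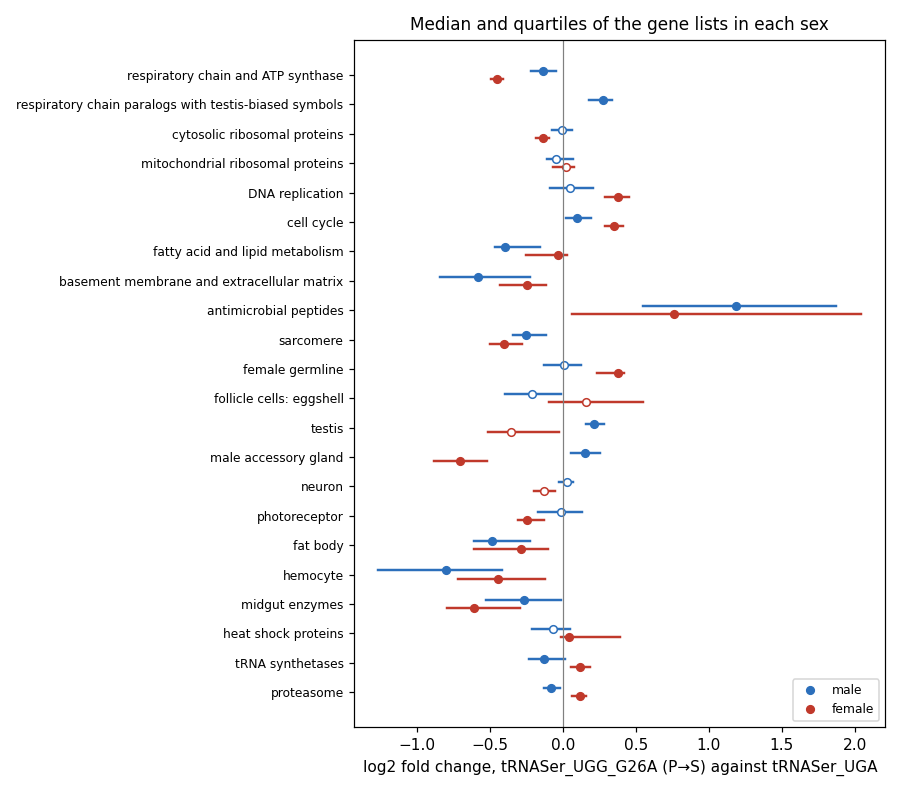
Log_2_ fold change in P→S against control flies for each gene list and sex; points are medians over the genes of a list, lines run between quartiles, and filled points have a camera adjusted *P* under 0.05. The midgut enzyme and hemocyte lists lie below 0 in both sexes, and 3 lists with medians near 0 change sign with upper-quartile scaling (cytosolic ribosomal proteins and photoreceptor in males, mitochondrial ribosomal proteins in females).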

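Digestive enzymes of the midgut were lower in both sexes, with medians of −0.27 in males (camera, adjusted *P* = 0.000325) and −0.61 in females (adjusted *P* = 2.20e-10), and 13 and 9 were downregulated, or 17 and 28 adjusted over the list alone. Photoreceptor genes had medians of −0.013 (adjusted *P* = 0.705) and −0.24 (adjusted *P* = 0.000660), the male median becoming −0.10 without control replicate 3 and 0.081 without P→S replicate 1. Neuron genes had medians of 0.028 (adjusted *P* = 0.541) and −0.13 (adjusted *P* = 0.200). Their male median was 0.077 without control replicate 1, −0.0099 without control replicate 3 and 0.077 without P→S replicate 1, and their female median was −0.34 (adjusted *P* = 1.04e-05) without control replicate 2, 0.074 without control replicate 3 and −0.24 (adjusted *P* = 0.0454) without P→S replicate 3. The eggshell genes tested in males had a median of −0.21 (adjusted *P* = 0.145), which was −0.39 (adjusted *P* = 0.00925) without control replicate 1, −0.37 (adjusted *P* = 0.0126) without P→S replicate 1 and −0.049 without P→S replicate 3. In females the 31 testis genes with enough counts had a median of −0.36 (adjusted *P* = 0.266), which was −0.19 without control replicate 3, −0.71 (adjusted *P* = 0.000573) without P→S replicate 2 and 0.020 without P→S replicate 3. The 23 accessory gland genes tested in females had a median of −0.70 (adjusted *P* = 0.00300), with 0 up- or downregulated and 0 at an unadjusted *P* under 0.05, and a median of −0.50 (adjusted *P* = 0.0591) without control replicate 3, −1.10 without P→S replicate 2 and −0.13 (adjusted *P* = 0.305) without P→S replicate 3. Over the log_2_ fold changes of edgeR, the female medians were −0.45 for accessory gland, −0.17 for testis and 0.058 for eggshell genes.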

### tRNA-induced P→S mistranslation clusters with heat shock and nutrient stress

Clustering analysis groups genes or treatments based on similarity and is useful to predict functions of uncharacterized genes or identify treatments that produce similar cellular effects (reviewed in Oyelade *et al*. 2016). To identify which environmental or physiological conditions resemble tRNA-induced P→S mistranslation in flies, we clustered the gene expression data from male and female flies containing tRNA^Ser^_UGG, G26A_ with the microarray gene expression data from Zhou *et al*. (2012), containing the transcriptional response of male and female flies from the same genetic background exposed to 20 different nutritional, chemical, and physiological conditions (Fig. 4).

**Fig. 4.**
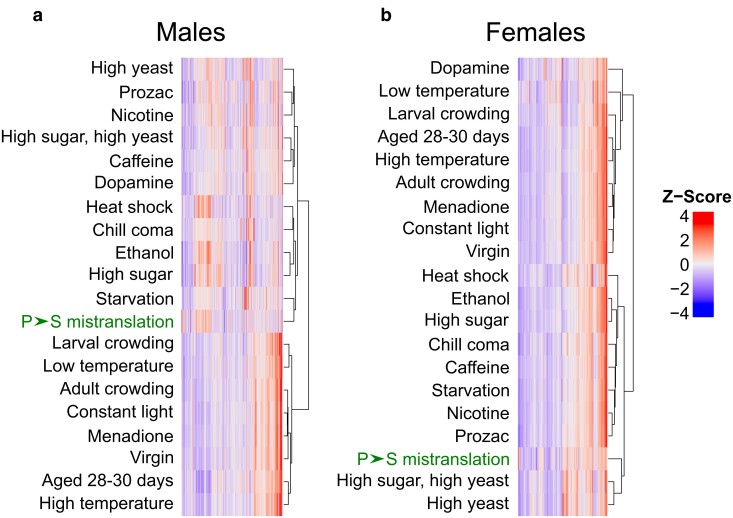
Clustering proline-to-serine mistranslation-induced transcriptome changes with transcriptome changes due to various other physiological or environmental conditions. a) *Z*-score normalized gene expression changes in tRNA^Ser^_UGG, G26A_ (P→S) males relative to tRNA^Ser^_UGA_ (wild-type) males clustered with normalized male gene expression changes from Zhou *et al*. (2012). Genes with fewer than 10 normalized reads or fold changes > |5| for any condition were excluded from analysis. Clustering was performed using the “ComplexHeatmap” R package using Ward's method (Ward 1963; Gu *et al*. 2016). The P→S mistranslation condition is highlighted in green. b) The same as a) but clustering female data.

As the transcriptomic data acquisition method differed between this study and Zhou *et al*. (2012), we used Z-transformed relative fold changes to compare these data sets. Clustering analysis of male data revealed that tRNA-induced P→S mistranslation induced a transcriptional response most resembling starvation (Fig. 4a). Mistranslating males also clustered with temperature or chemical stressors such as heat shock, chill coma, and ethanol exposure. In females, the transcriptional response of tRNA-induced P→S mistranslation most resembled flies reared on high yeast or high sugar and high yeast diets (Fig. 4b). Both male and female flies containing tRNA^Ser^_UGG, G26A_ (P→S) clustered with treatments affecting nutrition, which aligns with our observations that various metabolic processes are affected by tRNA^Ser^_UGG, G26A_ (Fig. 2a).

## Discussion

### Proline-to-serine mistranslation exerts sex-specific transcriptomic effects

In this study, we examined how *D. melanogaster* males and females alter their transcriptome when exposed to a mistranslating tRNA^Ser^_UGG, G26A_ variant that causes P→S mistranslation. While some biological processes such as carboxylic acid metabolism, chemical transport, and germ cell production were affected in both sexes, we observed a disparity between male and female transcriptional responses to P→S mistranslation. This result is consistent with the different physiological and nutritional requirements of male and female flies. Female flies are larger, require a greater quantity and variety of nutrients, and store more triglycerides and glycogen than male flies (Bakker 1959; Wu *et al*. 2020, reviewed in Millington and Rideout 2018). These requirements are largely due to the increased cost of gamete production in females, which also affects virgin flies as they still devote resources to egg production and laying (Partridge *et al*. 1986; Wu *et al*. 2020). Disruptions to proteostasis, such as mistranslation, would exacerbate this discrepancy between males and females, as maintaining proteostasis requires a substantial proportion of all energy produced by the cell (Buttgereit and Brand 1995; Lahtvee *et al*. 2014). The relatively mild phenotypes previously observed in male flies containing tRNA^Ser^_UGG, G26A_ (P→S) compared to females (Isaacson *et al*. 2022) may in part be due to having more cellular resources available to maintain homeostasis.

One notable group of sex-specific upregulated genes in females was associated with DNA repair and cell cycle regulation. Genes involved with DNA repair are often upregulated in response to cellular stress (Mendez *et al*. 2000; Pregi *et al*. 2017; Sottile and Nadin 2018; Clementi *et al*. 2020). Our observation that DNA repair and cell cycle genes are disrupted in mistranslating flies is consistent with the genetic instability observed by Kalapis *et al*. (2015) in response to mistranslation in yeast. Genetic interactions with mistranslation in yeast and transcriptional responses to mistranslation in human cells also identified the importance of genes involved in cell cycle and DNA damage response (Shcherbakov *et al*. 2019; Berg, Zhu, *et al*. 2021). Furthermore, mistranslation causes aneuploidy and aberrant nuclear division in yeast species and increases mutation rate in *Escherichia coli* (Al Mamun *et al*. 2002; Balashov and Humayun 2002; Kimata and Yanagida 2004; Silva *et al*. 2007). Mistranslation caused by tRNA^Ser^_UGG, G26A_ may be exerting similar effects in female flies. Interestingly, female flies are less susceptible to sources of DNA damage such as oxidative stress or radiation and are better able to decompose reactive oxygen species than male flies (Parashar *et al*. 2008; Edman *et al*. 2009; Moskalev *et al*. 2011; Niveditha *et al*. 2017). The upregulation of DNA repair genes in mistranslating females may result from their observed increased resistance to stress and DNA damage relative to male flies (reviewed in Pomatto *et al*. 2018). Future studies should examine if flies containing tRNA^Ser^_UGG, G26A_ (P→S) show similar genome instability as mistranslating yeast or *E. coli*.

### Similarity to other transcriptomic studies of tRNA-induced mistranslation

Other studies have examined the transcriptomic effects of tRNA-induced mistranslation on organisms including yeast (Paredes *et al*. 2012; Berg, Zhu, *et al*. 2021), zebrafish (Reverendo *et al*. 2014), and human cells (HEK293; Hou *et al*. 2024), though none investigated how males and females differ in their response to mistranslation. Paredes *et al*. (2012) engineered a tRNA^Ser^ variant that mistranslates leucine to serine in yeast and observed upregulation of stress response chaperone genes and downregulation of protein synthesis. When clustered with various environmental stresses, the mistranslating yeast transcriptome most resembled nutrient stresses such as nitrogen deprivation and amino acid starvation, which agrees with our results in flies. Zebrafish embryos transiently expressing mistranslating tRNA^Ser^ variants similarly downregulate protein synthesis and upregulate stress response genes and genes associated with DNA damage and repair (Reverendo *et al*. 2014). Human cells transfected with mistranslating tRNA^Arg^ variants upregulate genes involved in protein folding and endoplasmic reticulum stress (Hou *et al*. 2024). Interestingly, some mistranslating tRNA^Arg^ variants have minimal effects on the transcriptome. 

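The genes of cytosolic ribosomal proteins had a median log_2_ fold change of −0.0077 in males (camera, adjusted *P* = 0.851), with 2 up- and 1 downregulated. In females their median was −0.14 (adjusted *P* = 0.000660), with 80 of 85 lower, 0 downregulated and 0 at an unadjusted *P* under 0.05. The male median was −0.028 without control replicate 1 and 0.0075 without control replicate 2, and the female median was −0.24 without control replicate 1, −0.031 (adjusted *P* = 0.648) without control replicate 2, −0.24 without P→S replicate 1 and −0.082 (adjusted *P* = 0.0582) without P→S replicate 2. Mitochondrial ribosomal proteins had medians of −0.046 (adjusted *P* = 0.545) and 0.019 (adjusted *P* = 0.573). In males that median was −0.10 (adjusted *P* = 0.0151) without control replicate 1, 0.0038 without control replicate 3 and −0.10 (adjusted *P* = 0.0153) without P→S replicate 1, and in females it was −0.039 without control replicate 1 and 0.066 (adjusted *P* = 0.0262) without control replicate 2. The 33 tRNA synthetase genes had medians of −0.13 in males (adjusted *P* = 0.0109), with 6 down- and 1 upregulated, or 9 and 1 adjusted over the list alone, and of 0.12 in females (adjusted *P* = 0.00354), with 1 downregulated.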

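Proteasome genes had medians of −0.079 in males (camera, adjusted *P* = 0.0221), with 2 of 31 downregulated, and 0.12 in females (adjusted *P* = 0.00565), with 0 upregulated and 2 at an unadjusted *P* under 0.05. The male median was −0.049 (adjusted *P* = 0.340) without control replicate 3, −0.083 (adjusted *P* = 0.0674) without P→S replicate 2 and −0.054 (adjusted *P* = 0.130) without P→S replicate 3, and the female median was 0.031 (adjusted *P* = 0.178) without control replicate 1, 0.20 without control replicate 2, 0.066 (adjusted *P* = 0.0733) without control replicate 3 and 0.031 (adjusted *P* = 0.176) without P→S replicate 1. Heat shock protein genes had medians of −0.069 (adjusted *P* = 0.605), with 3 of 20 downregulated, and 0.041 (adjusted *P* = 0.0459), with 1 of 19 upregulated, or 4 adjusted over the list alone. In males it was 0.044 without control replicate 1, −0.11 without control replicate 2 and 0.044 without P→S replicate 1, and in females 0.0057 (adjusted *P* = 0.116) without control replicate 1, 0.19 (adjusted *P* = 0.0628) without control replicate 2, 0.23 without control replicate 3 and 0.0059 (adjusted *P* = 0.116) without P→S replicate 1. The replicate block gave the female median of heat shock genes an adjusted *P* of 0.0779.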

While we did not observe significant downregulation of genes involved in protein synthesis in males or females containing tRNA^Ser^_UGG, G26A_ (P→S), female flies containing tRNA^Ser^_UGG, G26A_ upregulated genes involved in DNA damage and repair, which aligns with the previous studies. Overall, our data are consistent with previous work characterizing the transcriptomic effects of mistranslation in other organisms while uncovering novel sex-specific differences in these general responses.

### Future work and conclusions

These transcriptomic results provide intriguing avenues for future research. *Drosophila melanogaster* tissues have different codon usages and tRNA expression profiles and thus might be differently susceptible to tRNA^Ser^ variants that cause P→S mistranslation (Dittmar *et al*. 2006; Allen *et al*. 2022). A focused transcriptomic approach centered on specific cell types, such as neurons or muscle, could reveal trends that are difficult to observe from whole fly transcriptomics. Testing other life stages could also reveal stage-specific transcriptomic responses to mistranslating tRNA variants. Different types of mistranslation exert unique cellular effects (Berg, Zhu, *et al*. 2021; Cozma *et al*. 2023; Davey-Young *et al*. 2024; Hou *et al*. 2024), so testing other amino acid substitutions will uncover which cellular responses are common to mistranslation and which are unique to specific substitutions.

The differentially expressed genes identified in this analysis can be targeted using available *D. melanogaster* knockout lines to determine which are necessary for the fly response to mistranslation. The uncharacterized gene *CG12057* is worthy of further investigation as its expression was reduced >25-fold in both male and female tRNA^Ser^_UGG, G26A_ (P→S) flies. 

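The expression of *CG12057* was 167 ± 23.3 CPM in tRNA Ser_UGA_ males and 5.09 ± 2.08 CPM in tRNA Ser_UGG, G26A_ (P→S) males, a fold change of 34.7. In females it was 299 ± 76.1 CPM in controls and 11.1 ± 3.50 CPM in P→S flies, a fold change of 27.8.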

*CG12057* is primarily expressed in the midgut, and its expression is impacted by various stresses, including hypoxia, infection, and mitochondrial dysfunction (Carpenter *et al*. 2009; Fernández-Ayala *et al*. 2010; Mosqueira *et al*. 2010; Moskalev *et al*. 2015; Krause *et al*. 2022). Determining the function of *CG12057* could provide insight into how flies cope with cellular stress. Further investigation into the cellular processes disrupted by P→S mistranslation may elucidate the genetic and physiological mechanisms behind sex-specific response to mistranslation and the striking phenotypes observed in mistranslating adult flies (Isaacson *et al*. 2022). Overall, this study demonstrates that sex strongly affects response to mistranslation and must be considered when studying mistranslation in sexually dimorphic organisms.

## Supplementary Material

jkae151_Supplementary_Data

## Data Availability

Fly lines are available upon request. The authors affirm that all data necessary for confirming the conclusions of the article are present within the article, figures, and Supplementary material. A full list of all differentially expressed genes and all significantly enriched GO terms can be found in Supplementary File 1. Supplementary File 2 contains all supplementary figures, tables, and methods. Supplementary File 3 contains R code used to analyze RNA sequencing data and perform clustering and ViSEAGO analysis. All raw and processed data can be found at the NCBI GEO database using the accession number GSE256332. Supplemental material available at G3 online.

# Supplementary material for: Impact of tRNA-induced proline-to-serine mistranslation on the transcriptome of Drosophila melanogaster
**Source:** G3 (Bethesda). 2024 Jul 11;14(9):jkae151. doi: 10.1093/g3journal/jkae151
**Supplement:** jkae151_Supplementary_Data

**Extended Methods**

Parameters and commands specified for the programs used as part of the RNA-sequencing pipeline are as follows:

*Trimmomatic v0.39*

Remove poor-quality bases and Illumina adapter sequences:
java -jar trimmomatic-0.39.jar PE input_forward.fq.gz input_reverse.fq.gz output_forward_paired.fq.gz output_forward_unpaired.fq.gz output_reverse_paired.fq.gz output_reverse_unpaired.fq.gz ILLUMINACLIP:TruSeq3-PE.fa:2:30:10:2:keepBothReads LEADING:3 TRAILING:3 MINLEN:36

*STAR v2.7.9a*

Create genome index:

STAR –-runThreadN 4 –-runMode genomeGenerate –-genomeDir ./DrosophilaGenome –-genomeFastaFiles ./dmel-all-chromosome-r6.41.fasta –-sjdbGTFfile ./dmel-all-r6.41.gtf –-sjdbOverhang 149

Align reads to genome:

STAR --runThreadN 4 --genomeDir ./DrosophilaGenome/Index --readFilesIn ./Trimmed/Reads_filtered_1P ./Trimmed/Reads_filtered_2P --outFileNamePrefix ./BAMfiles/Reads_paired --outSAMtype BAM Unsorted

STAR --runThreadN 4 --genomeDir ./DrosophilaGenome/Index --readFilesIn ./Trimmed/READS_filtered_1U --outFileNamePrefix ./BAMfiles/READS_oneU --outSAMtype BAM Unsorted

*FeatureCounts v2.0.0*

Count reads that map to each gene

featureCounts -T 4 -p -B -a

./DrosophilaGenome/dmel-all-r6.41.gtf -o ./RNAseq_output.txt

./BAMfiles/PairedAlignedReads.bam

./Bamiles/UnpairedAlignedReads.bam

The featureCounts output was then used for DEseq2 analysis in RStudio. Code used to perform that analysis can be found in Supplemental file S3.

**Table S1.** Concentration and absorbance ratios of RNA extracted from all three replicates of ten 1–3-day old virgin male and female tRNA^Ser^_UGA_ and tRNA^Ser^_UGG, G26A_ flies. The second value in the replicate column refers to the first or second round of RNA extractions performed on those samples (the extraction before DNase treatment or the extraction following DNase treatment).

| Sample | Replicate | Concentration (ng/µL) | A260/A280 | A260/A230 |
| --- | --- | --- | --- | --- |
| tRNA^Ser^_UGA_ -Male | 1-1 | 984 | 2.016 | 2.196 |
| tRNA^Ser^_UGA_ -Female | 1-1 | 1346 | 2.071 | 2.199 |
| tRNA^Ser^_UGG, G26A_ -Male | 1-1 | 986 | 2.029 | 2.241 |
| tRNA^Ser^_UGG, G26A_ -Female | 1-1 | 1604 | 2.062 | 2.197 |
| tRNA^Ser^_UGA_ -Male | 2-1 | 804 | 2.051 | 2.083 |
| tRNA^Ser^_UGA_ -Female | 2-1 | 1486 | 2.105 | 2.366 |
| tRNA^Ser^_UGG, G26A_ -Male | 2-1 | 536 | 2.015 | 2.015 |
| tRNA^Ser^_UGG, G26A_ -Female | 2-1 | 1664 | 2.096 | 2.514 |
| tRNA^Ser^_UGA_ -Male | 3-1 | 496 | 2.033 | 2.138 |
| tRNA^Ser^_UGA_ -Female | 3-1 | 1322 | 2.072 | 2.241 |
| tRNA^Ser^_UGG, G26A_ -Male | 3-1 | 204 | 2.04 | 1.925 |
| tRNA^Ser^_UGG, G26A_ -Female | 3-1 | 1360 | 2.092 | 2.297 |
| tRNA^Ser^_UGA_ -Male | 1-2 | 520 | 2.000 | 2.047 |
| tRNA^Ser^_UGA_ -Female | 1-2 | 516 | 2.000 | 2.263 |
| tRNA^Ser^_UGG, G26A_ -Male | 1-2 | 358 | 1.989 | 1.967 |
| tRNA^Ser^_UGG, G26A_ -Female | 1-2 | 662 | 2.018 | 2.489 |
| tRNA^Ser^_UGA_ -Male | 2-2 | 608 | 1.987 | 2.068 |
| tRNA^Ser^_UGA_ -Female | 2-2 | 1100 | 2.022 | 2.321 |
| tRNA^Ser^_UGG, G26A_ -Male | 2-2 | 348 | 2.000 | 1.596 |
| tRNA^Ser^_UGG, G26A_ -Female | 2-2 | 1144 | 2.021 | 2.444 |
| tRNA^Ser^_UGA_ -Male | 3-2 | 266 | 1.985 | 1.511 |
| tRNA^Ser^_UGA_ -Female | 3-2 | 972 | 2.042 | 1.869 |
| tRNA^Ser^_UGG, G26A_ -Male | 3-2 | 172 | 1.870 | 1.458 |
| tRNA^Ser^_UGG, G26A_ -Female | 3-2 | 998 | 2.037 | 2.189 |

**Table S2**. RT-qPCR primers used in this study

| Primer name | Sequence |
| --- | --- |
| CG12057_qPCR_F | CGCTCCTCCATCAAGACCAT |
| CG12057_qPCR_R | ACAAGCAACACTAGCGACGA |
| fiz_qPCR_F | ACCCGTCGAATCTGAGTTGC |
| fiz_qPCR_R | CCCGATCCTCCCAGCATTTT |
| CG4650_qPCR_F | CGGACTTCTGACGAATGGGA |
| CG4650_qPCR_R | CGCTGCAGTCAGAACTAATTTTTCA |
| Pif1A_qPCR_F | GCCAAGTCGAAGGATCCCAA |
| Pif1A_qPCR_R | GTCCAGGTCCTGCAGTGTTT |
| CG1503_qPCR_F | TTTCCACCCATCCAAGACCC |
| CG1503_qPCR_R | GCAAAGTTTCCGACACCGAG |
| CG11911_qPCR_F | GTTGAGTTCACAAACGCCCC |
| CG11911_qPCR_R | AATGTAGGCCGACACCTTGG |
| aTub84B_qPCR_F | TGTCGCGTGTGAAACACTTC |

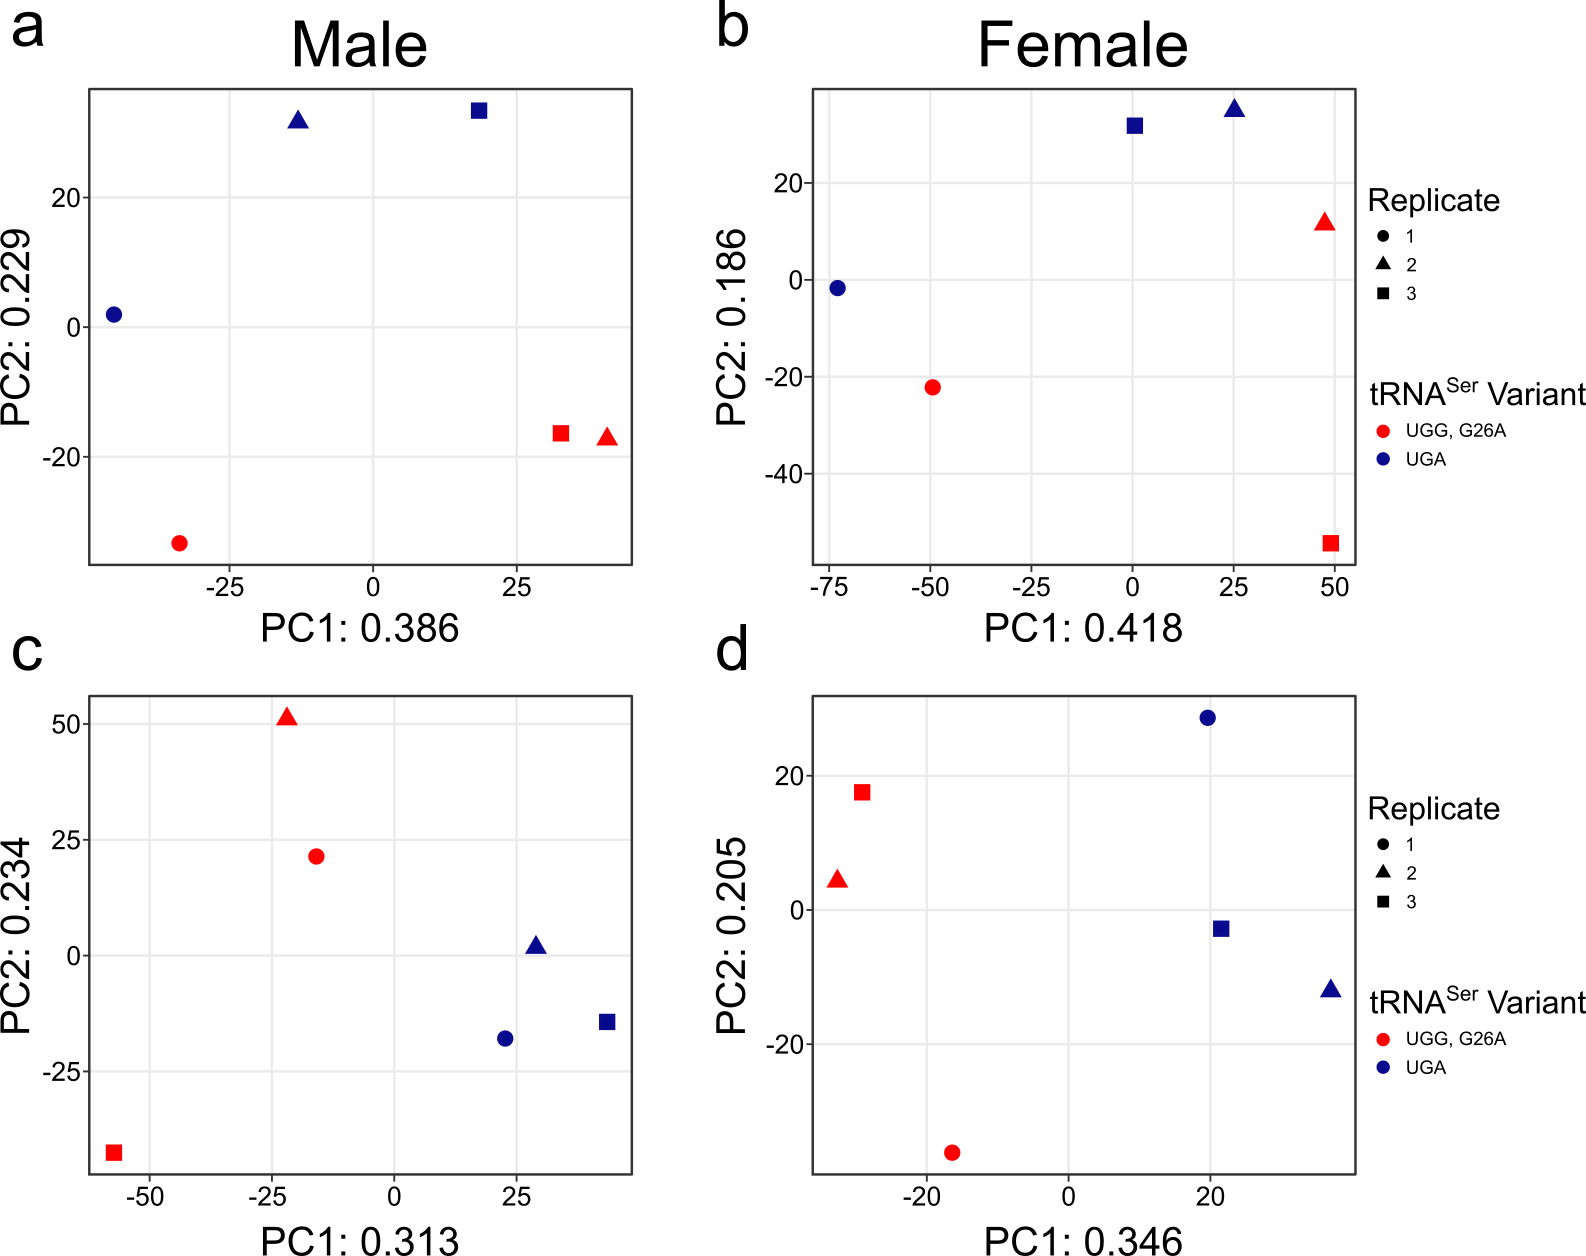

**Figure S1**. Principal component analysis (PCA) of all three replicates of tRNA^Ser^_UGA_ and tRNA^Ser^_UGG, G26A_ (P🡪S) centered log ratio transformed RNA sequencing data. **A)** PCA of male RNA sequencing data prior to batch correction. **B)** PCA of female RNA sequencing data prior to batch correction. **C)** and **D)** are the same as **A)** and **B)** but after batch correction using ComBat-seq. RNA from replicate 1 was extracted on a different day than RNA from replicates 2 and 3. Each point represents one replicate of 10 flies.

**
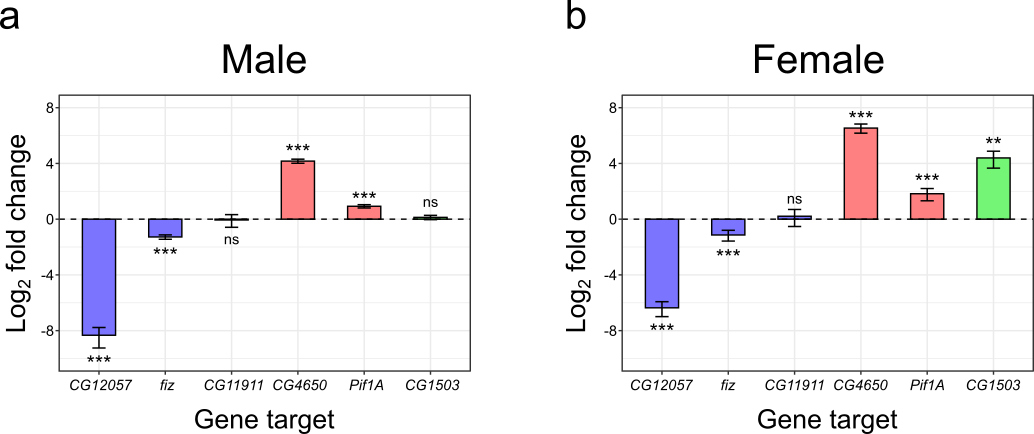
**

**Figure S2**. RT-qPCR quantification of expression changes for genes identified as differentially expressed from RNA-sequencing. Relative expression of the listed gene in **A)** male or **B)** female flies containing tRNA^Ser^_UGG, G26A_ (P🡪S) compared to flies containing tRNA^Ser^_UGA_­. Expression changes depicted in blue, red, and green were identified as downregulated, upregulated, or differentially regulated only one sex according to RNA-sequencing, respectively. Significance was calculated using an unpaired *t*-test in the Bio-Rad CFX Manager 3.0 software. Error bars represent the mean ± SEM. “ns” *P* ≥ 0.05, “**” *P* < 0.01, “***” *P* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

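RNA was sequenced from virgin flies aged 1 to 3 days that carried tRNA Ser_UGG, G26A_ (P→S) or the control tRNA Ser_UGA_, in 12 libraries with 3 replicates for each sex and tRNA and 10 flies in each library. All 12 libraries are used, and the name of each gives its sex, tRNA and replicate. Replicate 1 of every group was collected on the day before replicates 2 and 3, so collection day is a batch that crosses sex and tRNA.

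The raw table holds count values. According to their methods and extended methods, the authors trimmed the reads with Trimmomatic, aligned them with STAR to release 6 of the *D. melanogaster* genome, counted them per gene with featureCounts without a strand option in the stated command, and added the counts of paired and unpaired forward reads, without normalization. The normalized table holds signal values made by the authors. According to their code (Supplementary File 3), they kept the protein-coding genes, adjusted the counts for collection day with ComBat-seq in each sex with the tRNA as the group to preserve, and divided them by DESeq2 size factors. Each column of that table was tested and is made of whole multiples of a single step, so whole counts could be recovered from it.

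The annotation given with the files is a later build of release 6 than the authors used, and coordinates were taken from it after genes were paired by symbol. Of 17611 genes in the raw table, 17248 were paired by symbol, 51 by the identifier in the supplement and 266 by an older symbol, and 46 were left unpaired. Of the 13953 protein-coding genes, 13941 were paired. Libraries held 10465776 to 43102745 counts. The labels of sex were checked on *lncRNA:roX1*, *lncRNA:roX2* and *Yp1*. A group with at most 3 counts in each library was treated as not detected, which corresponds to at most 0.24 CPM in the male control library of replicate 1.

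Differential expression was tested on the raw counts of protein-coding genes with edgeR 4.0.16 in R 4.3.3, with quasi-likelihood fits (robust), TMM normalization, genes kept by filterByExpr, terms for collection day and tRNA, and Benjamini–Hochberg adjustment, each sex in its own model. A gene was counted as changed with an adjusted *P* under 0.05. In females, deviations from the group means correlated between control and P→S libraries of the same number (Pearson *r* of 0.828, 0.642 and 0.373 for replicates 1, 2 and 3). Libraries of different numbers from the later day correlated too. There *r* was 0.462 for control replicate 2 with P→S replicate 3 and 0.514 for control replicate 3 with P→S replicate 2. Pairing by number can therefore not be told apart from a shared collection day. Values with the replicate number as a block are given for females where they change a call or move a count by over 1.5 times. The interaction of sex and tRNA was tested over all 12 libraries with collection day, sex and tRNA in the model. The *P* values of these models are 2-sided. Gene lists with at least 4 tested genes were tested with camera of limma 3.58.1 on log_2_ CPM with a prior count of 2 and a correlation of 0.01, and the value reported for a list is the median log_2_ fold change of its genes. These medians are not those of the edgeR fold changes, from which they differ for some lists. The 43 results of 22 lists in males and 21 in females were adjusted within each sex. Principal components were computed from centered log ratios with a pseudocount of 0.5. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

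The tests, the alternatives, the gene lists and the rule for naming genes were set before the data were examined, except where the text says otherwise. The gene lists were drawn up from symbols after the study's own lists of changed genes in Supplementary File 1 had been read, so they are not independent of these libraries. The lists are DNA replication, cell cycle, respiratory chain and ATP synthase, testis-biased respiratory chain paralogs, fatty acid and lipid metabolism, cytosolic and mitochondrial ribosomal proteins, tRNA synthetases, proteasome, heat shock proteins, antimicrobial peptides, basement membrane, sarcomere, neuron, photoreceptor, fat body, hemocyte, midgut enzymes, female germline, eggshell, testis and male accessory gland. Genes named are those that the paper names in its text, Fig. 1e or its RT-qPCR set. In each sex, the 5 largest increases and 5 largest decreases among the changed genes with the same direction in all 3 same-numbered pairs are named too. A label of Fig. 1e that can be read as either of a pair of genes was left out. A gene of lipid metabolism that the paper names is not reported here.

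The alternatives were upper-quartile and relative log expression scaling in place of TMM, DESeq2 1.42.0 with a collection day term, ComBat-seq (sva 3.50.0) followed by DESeq2, no collection day term, the replicate number as a block, all protein-coding genes with a nonzero total, genes with at least 10 counts in every library, all annotated genes, limma on the log_2_ normalized values with a pseudocount of 1, and both sexes in a single model. Further alternatives were a collection day effect for each sex in the interaction model, fry and an estimated correlation for the lists, a pseudocount of 1 for the principal components, and leaving out each library in turn. DESeq2 on the counts recovered from the normalized table was added after the values were seen.

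The steps were tested on simulated data with 200 changed genes. There edgeR recovered 99.5% of them with the male libraries as a template and 87.5% with the female libraries, with 7.01% and 4.89% of its calls false. On the same data 23.5% and 25.4% of the calls of limma on normalized values were false, and 7.01% and 13.7% of those of ComBat-seq followed by DESeq2. The interaction model recovered 81% of the simulated differences between the sexes, and 85.5% with a collection day effect for each sex. The simulated changes were large, with a fitted median log_2_ size of 1.50 in males and 1.48 in females, and were set in genes with many counts. The down- and upregulated genes of the real data had medians of −0.42 and 0.34 in males and −0.73 and 0.49 in females. The simulations therefore do not show how many changes of that size, or of the interaction, would be found. Enrichments of gene ontology terms, the clustering with data from other studies and the RT-qPCR values were not analyzed here.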

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

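The tests of depth for *Reepl1*, of single libraries for *CG33223*, *CG32572* and *CG1503* and of the X chromosome were chosen after the results were seen.

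In 4 genes the response to tRNA Ser_UGG, G26A_ (P→S) differed between the sexes, with female minus male log_2_ fold changes, fitted with edgeR, of −6.52 for *Reepl1* (adjusted *P* = 4.45e-07), 5.42 for *CG33223* (adjusted *P* = 0.000312), 3.53 for *CG32572* (adjusted *P* = 5.31e-05) and 3.02 for *CG1503* (adjusted *P* = 0.0139). The value of *Reepl1* depends on the prior count of the fit and is not a bound, and against the detection limit its expression was at least 51.9-fold lower in P→S females. Low depth was argued against for *Reepl1*: scaled to the shallowest P→S female library, the control female library with the fewest counts of it would still hold 144.8 counts, against at most 3 in each P→S female library. A single library was argued against as the whole source of the other 3 differences, since without any 1 of the 12 libraries their sign stayed and the smallest difference was 2.67 (*CG1503*). The interaction of *Reepl1* had an adjusted *P* of at most 1.16e-05 over those 12 fits. The difference of *CG33223* was 5.05 to 6.65 (at most 0.00538) and that of *CG32572* was 3.39 to 3.67 (at most 0.00106). For *CG1503* the adjusted *P* passed 0.05 in 5 of the 12 fits, with 0.123 without control female replicate 2, 0.0518 without control female replicate 3, 0.0535 without control male replicate 3, 0.0562 without P→S male replicate 2 and 0.0555 without P→S male replicate 3, and it was 7.66e-14 to 0.0770 over 9 other settings.

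The number of such genes is less certain than the genes themselves. Of 100 ways to divide the libraries of each sex into groups of 3, the real one among them, 17 gave at least 4 interaction genes, and up to 522. In 13 of the others the replicate 1 libraries of a sex, which share a collection day, fell on one side. Of 33 divisions that part them in both sexes, 3 gave at least 4 genes, and up to 385. A division can keep the real groups of a single sex and so carry its tRNA effect into the interaction. Such divisions were not counted apart. Whether a count of 4 is within what divisions unrelated to the tRNA give therefore stays open. With a collection day effect for each sex the real division gave 27 genes, among them all 4, so a collection day effect that differs between the sexes is a possible explanation of the low number with a shared effect. All 4 genes lie on the X chromosome, against 16% of the 12018 genes tested (Fisher's exact test, 2-sided, *P* = 0.000646, adjusted *P* = 0.00124 over all such tests of the X chromosome), and each tRNA is carried by a single fly line. *Reepl1* lies beside *Kmn1*, and *CG11699*, the next gene on that side, was lower in both sexes. Among all annotated genes, *Kmn1* changed by −2.86 in males and −0.87 in females (edgeR, adjusted *P* of 8.21e-06 and 0.0168). *CG11696*, on the other side, changed by 0.027 and 0.078 (adjusted *P* of 0.931 and 0.737). A difference between the lines, at this locus or elsewhere, that acts in a single sex and a response to mistranslation that differs between the sexes both stay open, and neither was tested.

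Non-coding genes, which the paper leaves out of its comparison, changed with the tRNA too. Among all annotated genes, 42 of 1033 non-coding genes tested in males had an adjusted *P* under 0.05 (32 higher and 10 lower in P→S flies, 174 at an unadjusted *P* under 0.05), a share of 4.07% against 11.0% of coding genes. In females 4 of 296 did (3 higher and 1 lower, 31 at an unadjusted *P* under 0.05), a share of 1.35% against 3.99%. The reads were counted without regard to strand, so reads of an overlapping coding gene were considered as an explanation. The stated command has no option for counting a read on several genes, which leaves less room for this explanation. Exons of 7 of the 42 and 2 of the 4 genes overlap a coding gene, but 0% of the 42 overlap one that changed in the same direction, which argues against it. A difference between the fly lines and a response to mistranslation stay open and were not tested for these genes.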

How the results depend on the processing

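No test in this part was chosen after its result was seen, apart from DESeq2 on the recovered counts, an alternative added after the values were seen.

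The numbers of changed genes depended on the way collection day was handled and on the test, and the cause was not tested except for ComBat-seq followed by DESeq2, where simulations without a tRNA effect are given under the other observations. Without a collection day term 50 genes were down- and 6 upregulated in males and 2 and 1 in females, with 1 downregulated and 0 upregulated in both sexes, while 2184 genes in males and 396 in females had an unadjusted *P* under 0.05. DESeq2 with a collection day term gave 307 upregulated genes in males, 643 down- and 414 upregulated in females, 234 and 18 in both sexes, and 20 interaction genes. ComBat-seq followed by DESeq2 gave 852 down- and 458 upregulated genes in females, 340 and 20 in both sexes, and 251 interaction genes. DESeq2 on the recovered counts, chosen after the values were seen, gave 847 and 452 in females and 340 and 20 in both sexes. Limma on the normalized values gave 1195 down- and 1038 upregulated genes in males, 1072 and 535 in females, and 479 and 44 in both sexes. The replicate block gave 282 upregulated genes in males and 613 down- and 326 upregulated in females. In males same-numbered libraries did not all deviate together (Pearson *r* of 0.639, −0.0487 and 0.407), and there 1 named gene newly passed the threshold with the block and 7 no longer did. In females 15 newly passed and 1 no longer did, 2 lists no longer passed, and the block changed no other call of a named gene or list. With both sexes in a single model 78 genes were down- and 13 upregulated in males, 125 and 18 in females, and 31 and 4 in both.

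Scaling and filters moved fewer of the counts past 1.5 times. The number of genes upregulated in females was 45 with upper-quartile scaling, 136 with relative log expression scaling and 163 over all protein-coding genes with a nonzero total. With a collection day effect for each sex 27 genes had an interaction, and with at least 10 counts in every library 0 did (515 at an unadjusted *P* under 0.05), a filter that removes all 4 genes found otherwise. Of the genes that the paper lists as changed in females, 987 were called in the same direction by DESeq2 with a collection day term, 1299 by ComBat-seq followed by DESeq2, 1227 by limma, 840 with the replicate block and 3 without a collection day term, and in males 51 without a collection day term.

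Across the 6 fits that each left out 1 library of a sex, the number of genes downregulated was 128 to 612 in males and 45 to 560 in females, and the number upregulated was 16 to 417 and 12 to 248. The lowest values were those without P→S replicate 2 in both sexes, and the highest in females were those without control replicate 2. Over the 12 fits the number downregulated in both sexes was 27 to 198, the number upregulated in both was 2 to 16, and the number with an interaction was 3 to 9, the highest without P→S male replicate 1.

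The variance share of the principal components followed the filter. With at least 10 counts in every library PC1 and PC2 held 77.5% before correction in males and 85.6% in females, and PC1 held 54.6% and 55.2% after it. A pseudocount of 1 gave 66.4% and 67.7% before and 38.8% and 36.4% after correction. In fits without 1 library the shares before correction were 67.2 to 69.4% in males and 63.5 to 70.2% in females, and after it 35.7 to 41.7% and 37.97 to 42.34%, where 5 libraries leave fewer components to share the variance.

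Some directions changed. In females *CG33223* changed by −0.055 with ComBat-seq followed by DESeq2, −0.056 with DESeq2 on the recovered counts, −0.028 with DESeq2 and a collection day term, −0.0010 over all annotated genes, −0.062 with limma, −0.055 without a collection day term and −0.043 with upper-quartile scaling, against 0.0041 as reported. *Atg2* changed in females by 0.027 with ComBat-seq followed by DESeq2, 0.027 with DESeq2 on the recovered counts, 0.016 with both sexes in a single model and 0.023 with limma, against −0.029 as reported. Upper-quartile scaling moved the median of all genes from −0.012 to 0.014 in males and from 0.0027 to −0.037 in females. In males the medians of cytosolic ribosomal proteins (−0.0077 to 0.019) and photoreceptor genes (−0.013 to 0.014) changed sign with it. In females that of mitochondrial ribosomal proteins (0.019 to −0.021) did. These lists moved in step with all genes, so their changes of sign are not particular to them. The cause of the changes of *CG33223* and *Atg2* was not tested.

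Without 1 library the log_2_ fold change in males was −1.23 to 6.50 for *AttA*, −0.60 to 5.01 for *AttB*, −0.71 to 5.40 for *AttC*, −0.38 to 5.34 for *DptB* and −0.070 to 0.28 for *Obp8a*. In females it was −0.040 to 0.31 for *Cad99C*, −0.37 to 0.32 for *CG33223* and −0.073 to 0.082 for *Atg2*. For the male libraries of *AttA*, *AttB*, *AttC* and *DptB* the lowest value was that without P→S replicate 2. Among lists whose median changed sign, the medians in males were −0.028 to 0.0075 for cytosolic and −0.10 to 0.0038 for mitochondrial ribosomal proteins, −0.027 to 0.11 for DNA replication, −0.059 to 0.037 for the female germline, −0.11 to 0.044 for heat shock proteins, −0.0099 to 0.077 for neuron and −0.10 to 0.081 for photoreceptor genes. In females they were −0.17 to 0.038 for lipid metabolism, −0.14 to 0.54 for the eggshell, −0.039 to 0.066 for mitochondrial ribosomal proteins, −0.34 to 0.074 for neuron and −0.71 to 0.020 for testis genes.

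With fry 7 lists in males and 0 in females had an adjusted *P* under 0.05, and with an estimated correlation 0 in either sex. Of the 258 values of lists without 1 library, 23 no longer passed the threshold, 10 newly passed it and 23 had another sign. Of the 822 such values of named genes, 146 no longer passed, 24 newly passed and 12 had another sign. Of 137 values of named genes, 58 no longer passed without a collection day term, and with DESeq2 and that term 36 of 131 newly passed and 1 no longer did. Values were not given under some alternative in 49 cases, where a gene was not tested or had no adjusted *P*. Of the genes upregulated in males, 402 had too few counts in females to be compared. With every library thinned to 8985855 counts on coding genes 9484 to 9503 genes were tested in females and 11579 to 11592 in males, so depth does not account for the smaller number tested in females.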

Differences from the paper's values

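No test given here was chosen after its result was seen, apart from DESeq2 on the recovered counts, which was added after the values were seen. The other alternatives were set before the data were examined.

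The paper gives 847 genes downregulated in females and 452 upregulated, and here 306 and 89 were. Of the settings run, those that came within 1.5 times of the paper's values were DESeq2 with a collection day term (643 and 414), ComBat-seq followed by DESeq2 (852 and 458), the replicate block (613 and 326), limma on the normalized values (1072 and 535) and DESeq2 on the recovered counts (847 and 452), the last chosen after seeing the values. The other 13 settings did not close these gaps.

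For genes changed in females and not in males the paper gives 507 down- and 432 upregulated, and here 166 and 80 were. The downregulated count came within 1.5 times of the paper's with DESeq2 and a collection day term (409), ComBat-seq followed by DESeq2 (512), the replicate block (432), limma (593), without control female replicate 2 (362) and with DESeq2 on the recovered counts (507), the last chosen after seeing the values, and 12 other settings did not close the gap. The upregulated count did so with DESeq2 and a collection day term (396), ComBat-seq followed by DESeq2 (438), the replicate block (313), limma (491) and DESeq2 on the recovered counts (432), the last chosen after seeing the values.

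For genes changed in both sexes the paper gives 340 down- and 20 upregulated, and here 140 and 9 were. The gap in downregulated genes closed with 234 with DESeq2 and a collection day term, 340 with ComBat-seq followed by DESeq2, 479 with limma and 340 with DESeq2 on the recovered counts, the last chosen after seeing the values. The gap in upregulated genes closed with 18 with DESeq2 and a collection day term, 20 with ComBat-seq followed by DESeq2, 16 without control female replicate 2 and 20 with DESeq2 on the recovered counts, the last chosen after seeing the values. In both cases 20 other settings did not close it.

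The paper gives 251 genes with an interaction of sex and tRNA, and here 4 were found. Of the 22 alternatives set before the data were examined, ComBat-seq followed by DESeq2 gave 251 and closed the gap, and 21 did not, the nearest being 27 with a collection day effect for each sex. In the model reported here all 251 of the paper's genes have the sign that the paper gives them, 197 have an unadjusted *P* under 0.05 and 3 an adjusted *P* under 0.05. Of the genes called, DESeq2 with a collection day term found 18 that the paper lists, and a collection day effect for each sex found 21.

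In Supplementary File 1 the paper gives a log_2_ fold change of 2.75 for *Muc4B* in females, and here it was 1.40. The gap was within the larger of the 2 errors with ComBat-seq followed by DESeq2 (2.75), the replicate block (1.49), limma (2.56), without control female replicate 2 (2.33) or 3 (1.28), without P→S female replicate 2 (2.23) or 3 (1.49), and with DESeq2 on the recovered counts (2.75), the last chosen after seeing the values. With the replicate block and without replicate 3 of either tRNA a wider error alone covers the gap, since the value there is further from the paper's than 1.40 or hardly nearer. The gap stayed under 10 other settings.

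Among all genes that the paper lists, 601 of 766 downregulated and 487 of 586 upregulated genes in males had an adjusted *P* under 0.05 here, and 306 of 847 and 88 of 452 in females, all of them with the paper's sign. Of the genes that the paper both names and lists, 5 in males and 35 in females did not pass the threshold here. In males these were *ND-24*, *Cyt-c1*, *FASN1*, *rumpel* and *CG31463*. In females they included *ox*, *COX4*, *CycA*, *CycB*, *Cdc16*, *Mink*, *DNAlig1*, *Prim1*, *Fen1*, *blw*, *snu*, *Mhc*, *Mlc1*, *Mlc2*, *up*, *wupA*, *Tm1*, *Tm2*, *Nup154*, *Elys*, *Fmr1*, *mor*, *fz*, *bcd*, *pum*, *Dro*, *BomS5*, *AttB*, *AttC*, *Muc4B*, *Rpt3R* and *Sgp*, with *Lip4*, *Lsd-1* and *PPO2* as further genes that the paper lists in females. All 5 and all 35 passed with ComBat-seq followed by DESeq2, and with DESeq2 on the recovered counts, a setting chosen after seeing the values. With DESeq2 and a collection day term 3 and 33 of them passed, with limma 5 and 29, and with the replicate block 1 and 14. Relative log expression scaling called 2 of the 35 in females and the fit of all protein-coding genes with a nonzero total 5. With at least 10 counts in every library 1 and 1 passed, and with both sexes in a single model 1 and 1. Of the 5 in males, 3 passed without control replicate 1, 2 without control replicate 2, 1 without control replicate 3 and 4 without P→S replicate 1. Of the 35 in females, 4 passed without control replicate 1, 10 without control replicate 2, 4 without P→S replicate 1 and 3 without P→S replicate 2.

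Some statements about genes and sexes also differ. The paper presents *Hml*, *PPO2*, *Tg* and *Atg2* as lower in males only, and here *Hml* fell by 0.85 in females (adjusted *P* = 0.00738), while *PPO2* fell by 0.97 there without passing the threshold (adjusted *P* = 0.0819). The paper's own lists in Supplementary File 1 hold *Hml* and *PPO2* as lower in females too. It presents *Mhc*, *Mlc1*, *Mlc2*, *up*, *wupA*, *Tm1* and *Tm2* as lower in females only, and here their interactions of sex and tRNA were −0.25 to 0.15, with adjusted *P* of at least 0.860. It presents *APC7* as higher in females, and here *APC7* rose by 0.30 there (adjusted *P* = 0.0830) and by 2.59 in males (adjusted *P* = 0.0144). The paper's list for females does not hold *APC7*, which had an adjusted *P* of 0.0458 there with the replicate block. The paper's text presents *CG4650* as higher in both sexes, while its lists of changed genes in Supplementary File 1 give it for females alone. Here, as in that text, *CG4650* rose in males too, by 3.89 (adjusted *P* = 0.00187).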

Other observations

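The tests of the X chromosome, of reads running on from adjacent genes, of sharing at equal numbers of genes and of the spread of the female libraries were chosen after the results were seen.

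Other divisions of the 6 libraries of a sex into groups of 3 were compared with that by tRNA. In males 1 of the 10 divisions, the real one, gave as many as 1342 changed genes, and the others gave at most 18. In females 1 of the 10, again the real one, gave as many as 395, and the others at most 4. Of the 4 divisions that part all 3 same-numbered pairs, the other 3 gave 0 genes in males and at most 4 in females. With 10 divisions a share under 0.1 is out of reach. For the gene lists, 2 of the 10 male divisions gave at least 14 lists. Of these the division that is not the real one, control replicate 1 with P→S replicates 2 and 3 against the rest, gave 20. The remaining male divisions gave 6 to 13. In females 1 of the 10 divisions, the real one, gave at least 17, with 10 to 16 in the others. The numbers of lists that camera calls therefore cannot be told apart from those of divisions unrelated to the tRNA at this sample size. Of 100 pairs of a male and a female division, 1 shared as many as 149 genes changed in the same direction, and the others shared at most 1. Since the other divisions gave at most 18 genes in males and 4 in females, they could not have shared as many, and this comparison decides nothing. With equal numbers of genes taken from every division, the 929 of males and the 389 of females with the smallest *P*, again 1 of 100 pairs, the real one, shared as many as 149 in the same direction. The others shared at most 100, with a median of 24, which argues against chance divisions as the source of the sharing. If the lists of changed genes were independent 23.6 genes would be downregulated in both sexes, against 140 found (Fisher's exact test, 2-sided *P* = 1.15e-76, with genes that are not independent).

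With edgeR and a collection day term more genes changed in males (1342) than in females (395), but the order of the sexes depended on the test. The numbers in males and females were 917 and 1057 with DESeq2 and a collection day term, 819 and 939 with the replicate block, 91 and 143 with both sexes in a single model and 1352 and 1310 with ComBat-seq followed by DESeq2, and the number in males was 144 without P→S male replicate 2. For the excess in males with edgeR, depth was argued against, since with every library thinned to 8985855 counts on coding genes the median numbers over 5 draws were 1164 in males and 425 in females, a ratio of 2.74. The spread between libraries, a biological coefficient of variation of 0.136 in females against 0.102 in males, may contribute and stays open, since the number in females was 168 without P→S replicate 3 and 808 without control replicate 2. Gene length was argued against as the whole source of the calls, but not as a part of it. In males length and log_2_ fold change had a Spearman *rho* of −0.33, and with a length trend taken out of each library 1087 genes changed there, 833 of them among the 1342. In females *rho* was 0.089, and 858 genes changed without the trend, 395 of them among the 397 genes found over genes of known length. With the replicate block 1889 genes changed in females without the trend, 930 of them among the 939 found with it. A response that differs between the sexes stays open.

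The ComBat-seq route gives more calls in each sex than a collection day term in DESeq2, with 766 and 586 genes down- and upregulated in males against 610 and 307, and 852 and 458 in females against 643 and 414. A possible explanation is an adjustment that uses the tRNA groups and is not counted in the later test. In 5 simulations per sex with the collection day effect and no tRNA effect, ComBat-seq followed by DESeq2 gave an unadjusted *P* under 0.05 to 7.2% of genes in males and 8.81% in females, against 2.97% and 4.27% with the day term, which are ratios of 2.42 and 2.06. The share with edgeR was 4.89% and 4.67%, so the day term in DESeq2 was the more cautious of these tests in males. At an adjusted *P* under 0.05, ComBat-seq followed by DESeq2 called 137 genes in males and 63 in females over the 5 simulations together, against 1 in each sex with the day term. The simulations could have shown no difference. They do not show which of the calls in the real data are affected, or how much of the excess there this accounts for.

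Reproductive and somatic gene lists moved apart in both sexes. In males a larger share of testis RNA would lower all other tissues alike, but the medians of 7 other lists spanned 0.957 on the log_2_ scale (permutation *P* of 1e-04 over 10000 shuffles of genes among lists, the smallest they can give). The gap between the accessory gland and hemocyte lists was 0.94 to 1.00 in 3 of 3 pairs, which argues against testis share as the whole cause. In females the medians of 6 other lists spanned 0.479 (permutation *P* = 0.0015), but the gap between the outermost of them, neuron and midgut enzymes, ran from −0.061 to 1.15 and was above 0 in 2 of 3 pairs, so a larger share of ovary RNA cannot be told apart from changes within tissues. The study lists as changed 23 of the 65 testis genes, 13 of the 22 hemocyte genes and 5 of the 58 accessory gland genes in males, and in females 23 of the 40 germline genes, 24 of the 54 midgut genes and 0 of the 25 neuron genes.

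The nuclear genes of the respiratory chain had a median of −0.45 in females and the 13 mRNAs of the mitochondrial genome one of −0.022, with 10 of the 13 lower and 0 with an adjusted *P* under 0.05. The nuclear genes fell further in 3 of 3 pairs, by 0.037 to 0.98 with an SD of 0.51, so a loss of mitochondrial transcripts in all tissues cannot be told apart from a change in the nuclear genes alone. The rise of the antimicrobial peptide genes in females was not due to a single library. Their median was 0.48 to 0.97 over the 6 fits that each left out 1 library, with an adjusted *P* of at most 0.00101, and lowest without P→S replicate 3. A response to mistranslation and an infection of the P→S flies both stay open and were not tested.

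The 149 genes changed in the same direction in both sexes lie near each other more often than random genes. Of them 36 have another such gene within 50 kb, against a mean of 24.2 in 10000 random sets (permutation *P* = 0.0343). Of the 5 genes changed over 4-fold in both sexes, 1 lies on chromosome 2 and 3 on the X chromosome (Fisher's exact test, 2-sided, adjusted *P* = 0.0389). Of the 149 genes, 45 (30.2%) lie on the X chromosome, against 16.1% of the genes tested in both sexes (adjusted *P* = 7.98e-05 from the same test). A difference in genetic background between the fly lines cannot be told apart from a response of neighboring genes, since each tRNA is carried by a single line.

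Genes changed over 2-fold were found on the X chromosome more often than the genes tested. In females 33 of 95 (34.7%) lay there against 16.3% of the genes tested (Fisher's exact test, 2-sided, *P* = 9.04e-06, adjusted *P* = 6.93e-05), and in males 29 of 88 (33.0%) against 15.8% (exact *P* = 5.39e-05, adjusted *P* = 0.000155). The share was 57.9% in females and 40% in males for changes over 4-fold, and 17.3% in both sexes for changes of 2-fold or less. Over the other settings run for it the share for changes over 2-fold was 25.5% to 38.5%, with adjusted *P* of 6.93e-05 to 0.00786. X-linked genes that vary more between any libraries were argued against, since 13.3% of the female genes changed over 2-fold between collection days are X-linked. X chromosomes that differ between the fly lines are a candidate explanation that stays open, because the lines and the tRNAs cannot be told apart. A response of X-linked genes to mistranslation stays open too.

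*CG12057* and *CG4650* were among the 5 largest decreases and increases of both sexes, and reads of an overlapping gene were argued against, since exons of 0 other annotated genes overlap theirs. Reads running on from an adjacent gene were argued against for *CG12057*, which fell by at least 139 CPM in each same-numbered pair, while its 2 adjacent genes together held at most 12.9 CPM in a control library. For *CG4650* such reads cannot be told apart from a change in the gene, because 0 of its 2 adjacent genes had enough counts to be tested in both sexes. Among all annotated genes, the adjacent *CG4701* changed by 0.14 in males (edgeR, adjusted *P* = 0.182) and was not tested in females. The other adjacent gene was tested in neither sex. The strength of a difference between the lines in these genes was not tested.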
